# Induction of muscle stem cell quiescence by the secreted niche factor Oncostatin M

**DOI:** 10.1038/s41467-018-03876-8

**Published:** 2018-04-18

**Authors:** Srinath C. Sampath, Srihari C. Sampath, Andrew T. V. Ho, Stéphane Y. Corbel, Joshua D. Millstone, John Lamb, John Walker, Bernd Kinzel, Christian Schmedt, Helen M. Blau

## Abstract

The balance between stem cell quiescence and proliferation in skeletal muscle is tightly controlled, but perturbed in a variety of disease states. Despite progress in identifying activators of stem cell proliferation, the niche factor(s) responsible for quiescence induction remain unclear. Here we report an in vivo imaging-based screen which identifies Oncostatin M (OSM), a member of the interleukin-6 family of cytokines, as a potent inducer of muscle stem cell (MuSC, satellite cell) quiescence. OSM is produced by muscle fibers, induces reversible MuSC cell cycle exit, and maintains stem cell regenerative capacity as judged by serial transplantation. Conditional OSM receptor deletion in satellite cells leads to stem cell depletion and impaired regeneration following injury. These results identify Oncostatin M as a secreted niche factor responsible for quiescence induction, and for the first time establish a direct connection between induction of quiescence, stemness, and transplantation potential in solid organ stem cells.

## Abstract (web summary)

The factors that mediate quiescence of muscle stem cells are unknown. The authors show that Oncostatin M is produced by skeletal muscle, suppresses stem cell proliferation, and that its deletion in muscle results in stem cell depletion and impaired muscle regeneration following injury in mice.

## Introduction

Stem cells respond to tissue-specific activating signals by proliferating and giving rise to both committed progenitors, as well as quiescent daughter cells. Muscle repair is mediated by resident muscle stem cells (MuSC; also known as satellite cells). In response to myofiber damage, satellite cells break from quiescence and give rise to committed progenitors known as myoblasts, which can fuse both with each other, as well as with the damaged myofibers. Importantly, a subset of activated satellite cells are then re-selected into the quiescent stem cell niche in order to maintain the stem cell pool^1^. This process is highly regulated, involving not only cell autonomous signaling pathways, but also extensive regulation by tissue resident stromal cells and invading inflammatory cell populations^2^. These regulatory pathways are critical, as defects in stem cell quiescence, activation, or self-renewal have been implicated in a variety of disease states including aging-associated sarcopenia, muscular dystrophy, and cancer cachexia^3–6^.

Significant progress has been made toward elucidating the complex extracellular cues arising from the circulation and microenvironment that govern the behavior of tissue resident MuSC. Among the known soluble growth factor/receptor pathways, the HGF pathway has been demonstrated to control “alerting” of satellite cells in response to remote injury^7^, inducing a state of metabolic activation and priming for cell cycle reentry. FGF likewise regulates satellite cell activation^8^, while a downstream negative regulator of FGF receptor tyrosine kinase signaling, Sprouty1, plays an important role in the acquisition of quiescence of activated satellite cells^9^. Growth factor signaling eventually impinges on the p38α/β MAPK pathway, which both genetic and pharmacologic data suggests functions as an important regulator of stemness and proliferation^6,10^. Additional levels of regulation are imposed via Notch/Delta-dependent regulation of self-renewal^11–13^, Wnt-dependent control of myogenic fate^14^, and asymmetric division associated with differential Pax7 expression^15^.

In addition to the growth factor pathways described above, previous work has demonstrated the importance of circulating cytokines in regulating MuSC and myofiber function. The IL-6 pathway has been a particular focus given the upregulation of this pleiotropic cytokine following exercise^16^, as well as the aberrant regulation of the downstream JAK-STAT signaling pathway during aging and in other disease states^17^. Studies with *IL-6* deficient animals indicated a role for this cytokine in satellite cell and myoblast proliferation during experimentally induced hypertrophy^18^. The IL-6 family member Leukemia Inhibitory Factor (LIF) has likewise been demonstrated to induce proliferation of human and mouse myoblasts^19^. Indeed, it has recently been reported that inhibition of STAT3-dependent signaling, which is activated by both LIF and IL-6, can rescue age-associated proliferative defects in mouse satellite cells^20^ and promote satellite cell expansion^21^. Interpretation of the results of genetic and pharmacologic STAT3 inhibition is complicated, however, by the fact that this effector can be activated by numerous upstream signals, including both IL-6 and other cytokines^22^.

Despite this progress, the precise signals governing the choice between quiescence and proliferation remain poorly understood, and this constitutes a major barrier to reversing the regenerative block seen in a variety of disease states. In particular, the identities of the factors regulating quiescence of adult stem cells have remained elusive. While bioinformatic analyses have begun to address this issue by identifying genes enriched in quiescent stem cells^23,24^, the functional significance of most of these putative regulators has not been established. To address this deficiency, we have undertaken a systematic screen for secreted and transmembrane protein regulators of stem cell proliferation and engraftment. Employing an unbiased in vitro/in vivo imaging based screening strategy, we identify Oncostatin M, a member of the IL-6 family of cytokines, as a novel regulator of stem cell quiescence, engraftment, and muscle regeneration.

## Results

### A secretomic screen for muscle stem cell regulators

We hypothesized that a secreted regulator of stem cell quiescence would be capable of suppressing MuSC activation and proliferation in vitro, while conversely maintaining the ability of these cells to engraft following transplantation in vivo. To identify such regulators, we designed and carried out a protein library screen on purified MuSCs, using a combination of in vitro and in vivo imaging to distinguish between effects on stem cell proliferation and engraftment (Fig. 1a). Primary muscle stem cells isolated from luciferase transgenic mice^25,26^ were cultured on uncoated plastic plates in the presence of pools of proteins derived from the GNF Secretomics library, which contains purified versions of known or predicted mammalian secreted proteins, as well as the extracellular domains of known or predicted single-pass transmembrane proteins^27^. No additional growth factors (e.g., FGF) were added. In vitro bioluminescence imaging (BLI) was used to assess stem cell proliferation (Supplementary Fig. 1a, top), followed by cell harvesting and transplantation into the tibialis anterior (TA) muscle of hindlimb–irradiated recipients to assess engraftment, a sensitive measure of regeneration (Supplementary Fig. 1a, bottom). Serial in vivo imaging was performed over a timecourse to quantify engraftment activity of the transplanted cells, as indicated by a progressive increase in light output, a feature of stem cells but not committed progenitors^25^. A comparison was made to both untreated cells, as well to known inducers of stem cell proliferation, FGF and the p38 MAPK inhibitor, SB202^6,10^. Protein pools demonstrating increased engraftment on serial in vivo imaging were iteratively deconvolved through rounds of subpool rescreening to identify the single protein responsible for the engraftment activity (Fig. 1b).

**Fig. 1:**
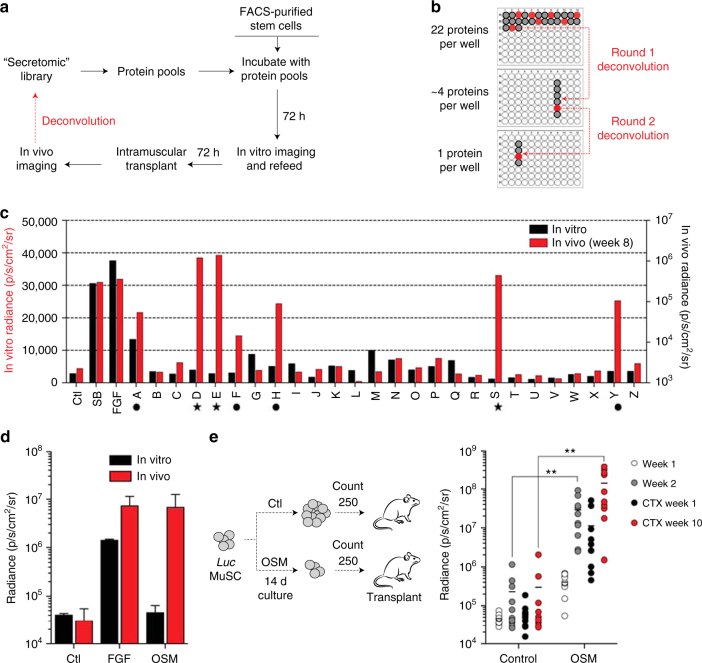
Identification of Oncostatin M as a potent inducer of muscle stem cell engraftment. **a** Schematic of combined in vitro/in vivo bioluminescence imaging (BLI) screening strategy. **b** Schematic of deconvolution for positive protein pools. Pools of 22 proteins scoring for engraftment in the initial round of screening were iteratively deconvolved into pools of 4 proteins, and then individual proteins. **c** Results of multiplexed in vitro/in vivo protein screening. Black, results of in vitro BLI; red, results of in vivo BLI. Ctl: control buffer; SB: SB202190; FGF: recombinant human basic fibroblast growth factor. Symbols below the axis mark pools containing OSM (star), and all other hits (circle; includes FGF, TNFR, and incompletely deconvolved pools). **d** Representative BLI results following treatment of 800 FACS-sorted MuSC with either FGF or Oncostatin M (OSM; 100 ng/mL) for 6 days in vitro, followed by intramuscular transplantation (3 8-12 week old animals each) and in vivo BLI measurement 6 days (open circles) or 2 weeks (shaded circles) after transplant. **e** Schematic (left) demonstrating transplantation of 250 counted progeny of CD11b^−^Sca1^−^CD31^−^CD45^−^CD34^+^αα7 integrin^+^ stem cells following long-term 2 week culture with OSM control conditions (FGF). Serial BLI following transplantation of counted cells (right). Each point indicates an individual hindlimb that received a 250 cell transplant, *n* = 10 per condition. BLI is shown for weeks 1 (white) and 2 (light gray) pre-CTX, and weeks 1 (dark gray) and 10 (red) post-CTX. Double asterisks indicate *p* < 0.01 in comparison with control condition at the same timepoint

Pooled screening of ~600 predominantly mouse proteins yielded 5 hits in two phenotypic classes. The first class was exemplified by a pool driving both in vitro proliferation, as well as in vivo engraftment (pool A; Fig. 1c, Supplementary Fig. 1b). Iterative deconvolution identified the responsible protein as FGF2, a known mitogenic factor for MuSC^28^, providing strong validation of the assay. The second phenotypic class exemplified the hypothesized behavior for an inducer of reversible stem cell quiescence, driving little in vitro stem cell proliferation but robust in vivo engraftment. Deconvolution of one such pool (pool Y; Fig. 1c, Supplementary Fig. 1b) identified the extracellular domain of the TNFα receptor (Supplementary Fig. 1c), which acts as a receptor decoy for TNFα and which is consistent with the known pro-differentiation function of TNFα on satellite cells^29^. Pools F and H were not able to be completely deconvolved, possibly due to partial contribution of multiple protein factors. Strikingly, deconvolution of the remaining pools in this phenotypic class identified the same protein in three differentially epitope-tagged forms, Oncostatin M (OSM; pools D, E, and S; Fig. 1c, star; Supplementary Fig. 1b). No engraftment-promoting activity was seen in subpools lacking Oncostatin M (Supplementary Fig. 1d, e). Recombinant OSM obtained from commercial sources demonstrated similar engraftment-inducing activity (Fig. 1d). Histological analysis of engrafted recipient mice confirmed the presence of donor-derived myofibers (Supplementary Fig. 2a), in keeping with the good correlation between BLI and histology seen previously^6,25^.

Single cell RT-PCR analysis of purified MuSC demonstrated expression of the Oncostatin M receptor (OSMRβ) within a subset comprising ~20% of Pax7^+^ cells (Supplementary Fig. 2b), which may reflect either true heterogeneity, or limited sensitivity of the single cell detection method. To exclude effects on proliferation as a confounding variable, stem cell engraftment was next determined on a per-cell basis. Satellite cells were cultured for 2 weeks either with OSM or in standard medium containing FGF, and intramuscular transplant of 250 counted cells was then performed (Fig. 1e, left). Serial in vivo imaging revealed progressive increase of light output, indicative of engraftment, and injury of the stem cell-engrafted muscle with cardiotoxin led to a drop in BLI signal followed by a robust rebound, confirming the presence of functional satellite cells (Fig. 1e, right). BLI signal was significantly higher in muscle receiving OSM-treated MuSC, consistent with increased per-cell engraftment and regeneration.

### Regulation of muscle stem cell quiescence by OSM

To further investigate the anti-proliferative effect of OSM, we performed serial in vitro BLI. This demonstrated inhibition of stem cell proliferation at all timepoints (Fig. 2a, Supplementary Fig. 3a), which was attributable to decreased S-phase entry (Fig. 2b). Proliferation of stem cells activated by culture on muscle fibers ex vivo was also strongly inhibited (Supplementary Fig. 3b, c), and OSM treatment of primary mouse myoblasts likewise decreased levels of the M-phase marker phospho-H3S10 (Fig. 2c). Previous studies have demonstrated a critical role of the cyclin-dependent kinase inhibitor p27/Kip1 in quiescence of stem cells both in muscle, as well as other lineages^30,31^. We also observed a significant decline in *p27* transcript in cultured MuSC, and moreover found that OSM treatment maintained *p27* expression at levels seen in freshly isolated, non-cultured stem cells (Supplementary Fig. 4a), suggesting that OSM might directly induce quiescence. 

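The comparison rests here on 3 arrays, with 1 for each condition. Fresh MuSC were hybridized directly after FACS sorting, MuSC −OSM after 3 days of culture without OSM, and MuSC +OSM after 3 days of culture with 100 ng/mL OSM. MuSC, or satellite cells, are the stem cells of skeletal muscle, and these came from wild-type C57BL/6 mice 8 weeks of age. The sample labels give 10% FBS for the culture medium, whereas the paper's methods give 15% FBS for standard MuSC culture. There are no replicates among these arrays, so no test was possible, no difference has a replicate check, and the number of arrays limits the precision. The authors processed the scans with MAS5, which condenses the probes of each probe set to 1 signal on a linear scale and scales every array to a common mean. The mean signal, with 2% trimmed at each end, was 200 on each array over 45037 probe sets, controls left out. The median signal was 53 in fresh MuSC, 36 in MuSC −OSM and 32 in MuSC +OSM. A floor of 40, the median of all signals on the 3 arrays, was set, and 56.8% of probe sets lay above it in fresh MuSC, 47.3% in MuSC −OSM and 45.9% in MuSC +OSM. Ratios for genes were taken after raising lower signals to this floor, and a fold is given as "at least" where the lower signal was under it. The annotation used here names 1 gene for 34945 probe sets, several for 932 and lists no gene for 9160, which left 18193 genes, each read from its probe set of highest mean signal. Spearman's rho across probe sets, which are not independent replicates, was 0.90 between MuSC −OSM and MuSC +OSM, 0.84 between fresh MuSC and MuSC +OSM and 0.81 between fresh MuSC and MuSC −OSM. The 3′ to 5′ signal ratio of the β-actin control probe sets, a sign of RNA integrity, was 2.35 in fresh MuSC, 1.40 in MuSC −OSM and 1.41 in MuSC +OSM. For the Gapdh control probe sets it was 1.36, 1.14 and 0.90, in the same order.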

To explore this possibility, we compared the global transcriptional profile of freshly isolated MuSCs to MuSCs cultured for 3 days with or without OSM, as well as to prior transcriptional studies of muscle stem cell quiescence^23,24^. The published analyses were used to extract a transcriptional signature of quiescence regulated genes. A comparison of this “quiescence signature” with the transcriptional response to OSM revealed highly significant enrichment (Fig. 2d), which was independently confirmed by qPCR analysis (Supplementary Fig. 4b). 

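Genes of the STAT3 pathway, through which OSM receptors signal, were higher both in MuSC +OSM and in fresh MuSC than in MuSC −OSM. With OSM, 10 of 19 measured genes of this list were at least 2-fold higher and 0 were lower, with a median log2 ratio of 1.05 (95% binomial interval 0.39 to 2.18). In fresh MuSC, 16 of 20 were higher than in MuSC −OSM and 0 were lower. The list shares 5 genes with the immediate early list, which was higher in fresh MuSC too. By the paper's methods fresh MuSC had been through enzyme digestion and sorting, so their array need not give levels in undisturbed muscle. The signal of Socs3, a feedback inhibitor of STAT3, was 129 in MuSC −OSM, 8400 in MuSC +OSM and 23588 in fresh MuSC. Osmr, which encodes what the paper calls the obligate OSM receptor, had signals of 65, 2063 and 395 in the same order. The transcription factor gene Cebpd had 316, 1712 and 12334. Extracellular matrix genes ran the same way, with 19 of 32 at least 2-fold higher and 2 lower in MuSC +OSM than in MuSC −OSM (median log2 ratio 1.24, interval 0.35 to 1.72). In fresh MuSC 23 of these 32 genes were higher than in MuSC −OSM and 3 were lower. The collagen gene Col3a1 had signals of 2249 in MuSC −OSM, 7683 in MuSC +OSM and 13247 in fresh MuSC, and the collagen gene Col1a1 had 53, 164 and 1037. Dcn, which encodes the matrix proteoglycan decorin, was at least 9.32-fold higher in MuSC +OSM and at least 304-fold higher in fresh MuSC than in MuSC −OSM. Lox, a collagen cross-linking enzyme, was 4.91-fold higher in MuSC +OSM but 2.66-fold lower in fresh MuSC than in MuSC −OSM. Fibroblast markers, which share 5 genes with the matrix list, were higher in 5 of 14 and lower in 1 with OSM, and 13 of 15 were higher and 1 lower in fresh MuSC. The medians of the STAT3 and matrix lists with OSM lay at percentile 100 of 10000 random lists of matched expression and that of the fibroblast list at 99.6, as a description of these arrays.

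The published quiescence data were not used here, so the overlap was taken between the top quartiles of the raw ratios of MuSC +OSM and of fresh MuSC to MuSC −OSM. They shared 6173 probe sets against 2818 for independent lists, or 2.19-fold. Simulated unchanged arrays that share the MuSC −OSM array gave 2.00-fold, and part of the excess over independent lists may come from that shared array, which cannot be split. Across probe sets the covariance of the log2 ratios was 1.1, against 0.82 in the simulation, and their Pearson correlation was 0.45, against 0.50. Simulated arrays drew the same noise, which gives ratios with a shared array a correlation of 0.50 by construction. The real ratios did not spread alike, with the edge of the top quartile at 1.45 for MuSC +OSM and 2.71 for fresh MuSC. The simulated 2.00-fold and 0.50 thus do not measure how much of the overlap comes from the shared array. With the ratios taken from different probe sets of the same gene, for 9010 genes, the overlap was 1.39-fold and the simulated value 1.1.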

Over half of the signature genes were present within the OSM-regulated set (Supplementary Data 1), consistent with induction of a global transcriptional quiescence program.

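Of 32 genes listed for quiescent satellite cells, 25 were at least 2-fold higher in fresh MuSC than in MuSC −OSM and 1 was lower. In MuSC +OSM, 3 of 30 measured genes of this list were at least 2-fold higher than in MuSC −OSM, 2 were lower and 25 lay within 2-fold. The higher genes were Myf5, Fgfr4 and Sox8, the last named after its value was seen, and the lower genes were Spry1 and Megf10. The signal of the myogenic factor gene Myf5 was 7016 in fresh MuSC, 561 in MuSC −OSM and 1855 in MuSC +OSM. Pax7, the transcription factor gene that marks satellite cells, had 4006, 282 and 431 in this order, and Spry1, an inhibitor of growth factor signaling, had 4387, 694 and 285. Cd34 and the calcitonin receptor gene Calcr were above the floor in fresh MuSC only, at 2222 and 2562. The median log2 ratio of the list was 0.26 (interval -0.20 to 0.55, percentile 99.1 of the random lists) in MuSC +OSM over MuSC −OSM, 2.40 in fresh MuSC over MuSC −OSM and -2.19 in MuSC +OSM over fresh MuSC. In the comparison of fresh MuSC with MuSC −OSM, 24 of 24 immediate early genes, 5 of 6 Schwann cell markers and 5 of 6 tenocyte markers were also at least 2-fold higher.

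Genes of myogenic commitment and differentiation ran the other way. With OSM, 11 of 39 were at least 2-fold lower, 0 were higher and the median log2 ratio was -0.77 (interval -0.95 to -0.60), at percentile 0.0. Tnnc2, a troponin of fast muscle, had signals of 340 in fresh MuSC, 7251 in MuSC −OSM and 1716 in MuSC +OSM, and the calcium-binding protein gene Casq2 had 313, 10616 and 3405. In fresh MuSC 37 of the 39 genes were lower than in MuSC −OSM. Of 31 genes of G2 and mitosis, 1 was at least 2-fold lower with OSM, 0 were higher and the median log2 ratio was -0.26 (interval -0.49 to -0.05, percentile 0.7), whereas 25 were lower in fresh MuSC than in MuSC −OSM. Cdca8, a subunit of the chromosomal passenger complex, was the lower gene, with signals of 68, 456 and 216. Among 31 DNA replication genes 0 were higher and 1, Gins2, was lower with OSM.

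Supplementary Data 1 lists 613 probe sets that the study chose on these cells, so its direction is not independent evidence. Of these, 513 (83.7%, 95% binomial interval 80.5 to 86.5) lay in the top quartile of the ratio of MuSC +OSM to MuSC −OSM on these arrays. The description of the list names a top 10% across 3 datasets, and 219 (35.7%) lay in the top 10% of this ratio. The edge of that top 10% was a ratio of 2.86, whereas log2 ratios in the paper's own table reach down to 0.5, below 2-fold. The list was thus not a top 10% of the OSM ratio alone, and the 35.7% does not check how it was made. After the floor, 276 (45.0%) were at least 2-fold higher with OSM and 234 (38.2%) lay within 2-fold of fresh MuSC in MuSC +OSM. In fresh MuSC 593 (96.7%) had a higher signal than in MuSC −OSM, against 55.4% of probe sets of similar signal. Over all genes, 684 of 11271 measured were at least 2-fold higher with OSM and 495 were lower, so that 58.0% of these were higher. This share was 41.7% with median-centred arrays and 54.2% after quantile normalization. In fresh MuSC 2606 genes were higher and 1917 lower than in MuSC −OSM, with 57.6% of them higher, 65.6% after centring and 46.6% after quantile normalization. MuSC +OSM had 1721 genes higher and 2147 lower than fresh MuSC, with 44.5% of them higher, 25.7% after centring and 54.8% after quantile normalization. The median log2 ratio of all genes in fresh MuSC over MuSC −OSM was 0.14. It was 0.27 after centring and -0.1 after quantile normalization, so its sign depended on the scaling. Of the 2606 genes lower in MuSC −OSM than in fresh MuSC, 423 (16.2%, interval 14.8 to 17.7) were at least 2-fold higher with OSM, against 14.6% on simulated unchanged arrays that share the MuSC −OSM array. In MuSC +OSM 754 (28.9%) lay within 2-fold of fresh MuSC, against 55.7% in the simulation. Of the 1917 genes raised in culture, 325 (17.0%) were at least 2-fold lower with OSM, against 43.9% in the simulation, and 622 (32.4%) lay within 2-fold of fresh MuSC in MuSC +OSM, against 85.3%. The simulated shares rest on 451 and 444 genes that passed 2-fold by noise alone, so neither they nor the observed shares measure an effect of OSM. The paper reads the share of signature genes found in its OSM-regulated set as compatible with induction of a global quiescence program.

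**Figure D1:**
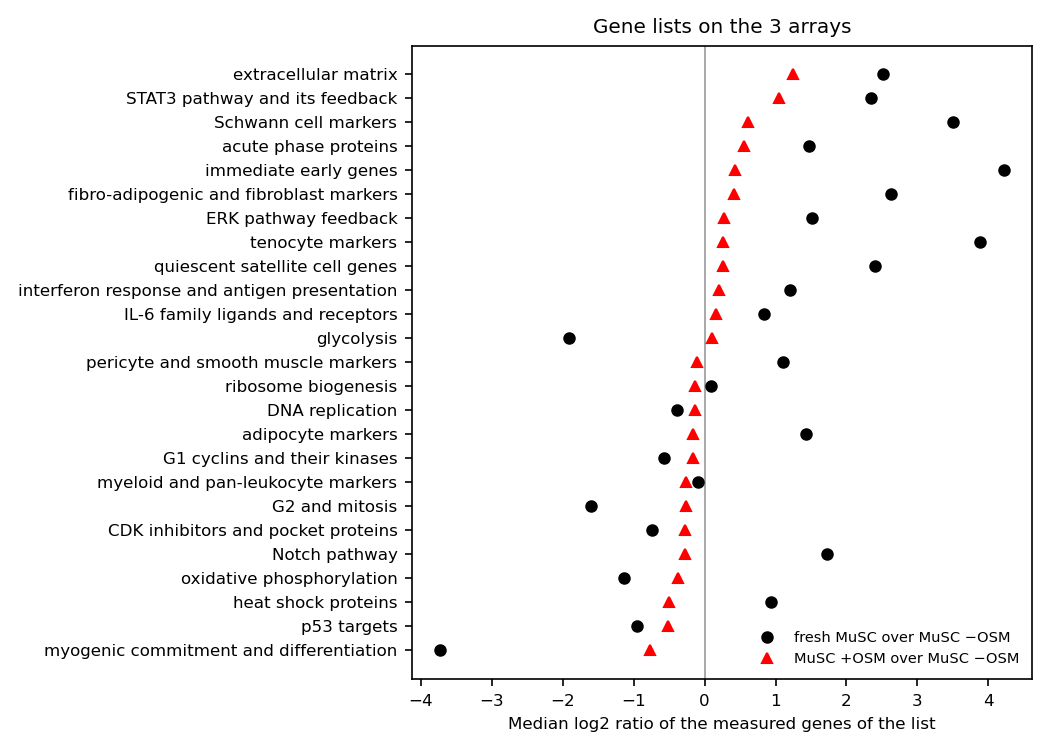
Median log2 ratio of the measured genes of 25 gene lists, with MuSC +OSM over MuSC −OSM as red triangles and fresh MuSC over MuSC −OSM as black circles. The matrix and STAT3 lists have the highest red triangles, at 1.24 and 1.05, and the myogenic list the lowest, at -0.77, and lists with fewer than 3 measured genes in a comparison are not drawn.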

**Fig. 2:**
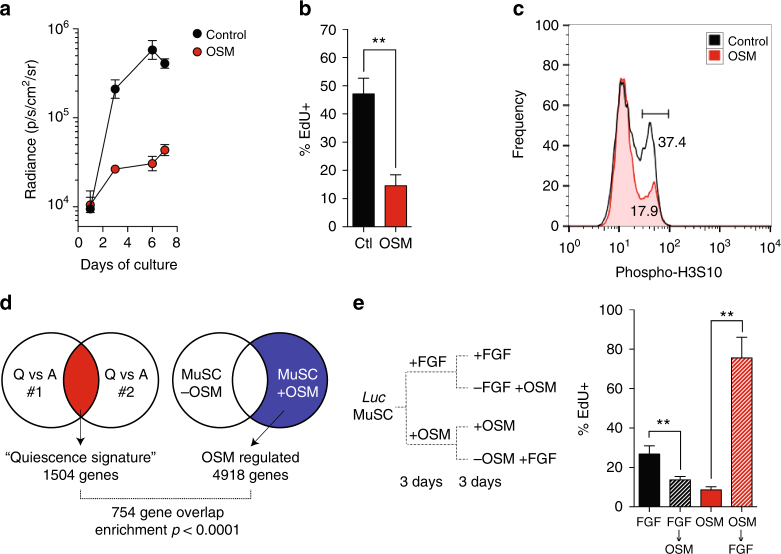
OSM induces reversible cell cycle exit and a molecular signature of quiescence. **a** FACS-sorted muscle stem cells purified from *luciferase* transgenic mice were cultured for 7 days at 2500 sorted counts per well (~31 cells/mm^2^) in the presence (closed circle) or absence (open circles) of OSM, as well as low dose FGF (0.5 ng/ml). Serial in vitro BLI was performed at the indicated timepoints. Mean±SD is shown, *n* = 4 replicates. **b** FACS-sorted MuSC cultured for 6 days as in (A) were pulsed with EdU for the last 12 h of culture. Mean±SD is shown, *n* = 4 replicates. **c** Induction of cell cycle exit in myoblasts in response to OSM. Primary myoblasts were cultured for 3 days in growth medium with (red) out without (gray) added OSM. Cells were fixed, intracellular staining performed for mitotic H3S10 phosphorylation, and analyzed by flow cytometry. **d** Diagram demonstrating overlap between a bioinformatically-derived gene expression “quiescence signature” for satellite cells, and genes regulated during OSM-treatment of muscle stem cells in vitro. OSM regulation data was derived mean of 2 biological replicates. **e** Schematic of switch experiment to demonstrate reversibility of OSM-induced cell cycle exit (left). FACS-sorted MuSC were cultured for 6 days under the indicated conditions, and then pulsed with EdU for the final 12 h of culture (right). Mean±SD is shown, *n* = 4 replicates; greater than 300 cells were counted per replicate

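The probe sets of Supplementary Data 1 name 460 genes in the annotation used here. These include 13 genes of the extracellular matrix list, among them Postn and Thbs2, 12 of the STAT3 list, 10 quiescent satellite cell genes and 10 immediate early genes. The deposited arrays, 1 per condition, were set beside the averages in this table. The Fig. 2d legend gives its OSM data as a mean of 2 biological replicates, and the number of arrays behind the table's averages is not stated with the table. Spearman's rho across the probe sets was 0.92 for the signal without OSM and 0.96 for the signal with OSM, and 0.71 for the log2 ratio. The median log2 ratio was 1.15 on the arrays, and the paper's table gives 1.09. The array signal was more than 2 times the paper's average at 143 probe sets without OSM and at 121 with OSM. If the averages are arithmetic means of 2 arrays on the linear scale, one that included the deposited signal could not be less than 1/2 of it. At these probe sets the averages are then not such means of the signals as deposited. How the averages were formed is not stated with the table. Averages on a log scale, and other scaling or processing of the same arrays, were not examined.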

Reversibility is the hallmark feature of quiescence, and we therefore tested whether OSM-induced cell cycle exit was reversible by culturing satellite cells in either activating (−OSM) or non-activating (+OSM) conditions for 3 days, after which the medium conditions were switched and EdU pulse labeling performed (Fig. 2e, left). Non-cycling OSM-treated cells robustly re-entered cell cycle following stimulation, as measured by both EdU incorporation (Fig. 2e, right) and cell proliferation (Supplementary Fig. 4c); This anti-proliferative effect on satellite cells was dependent on MEK activity (Supplementary Fig. 4d), consistent with prior reports of OSM activity in other cell types^32,33^.

### OSM treatment maintains stemness in vitro

Although both satellite cells and their committed progeny (myoblasts) express Pax7 and can contribute to myofiber formation^34^, only satellite cells are capable of mediating serial regeneration following injury^25^. The ability to reisolate and retransplant engrafted satellite cells is thus a strict test of stem cell identity, and we therefore tested whether OSM-treated MuSC fulfill these criteria. We employed a newly generated reporter allele in which an internal ribosome entry site and green fluorescent protein (IRES-GFP) are inserted into the 3′ untranslated region of the *Pax7* locus (Pax7^GFP^; Supplementary Fig. 5a). This allele specifically labels CD34^+^/α7 integrin^+^ satellite cells in skeletal muscle (Supplementary Fig. 5b). MuSC from Pax7^GFP^ mice were cultured in the presence or absence of OSM, and intramuscular transplant of equal numbers of treated stem cells was performed. Despite high initial engraftment of cells cultured either with or without OSM (Fig. 1d), Pax7^GFP^-expressing MuSC could only be re-isolated from mice engrafted with OSM-treated cells (Fig. 3a). To establish that the engrafted cells represent bona fide functional stem cells, Pax7^GFP+^ cells were re-isolated from primary recipients of OSM-treated MuSC, and 50 counted cells were transferred into the hindlimbs of irradiated secondary recipients. BLI demonstrated engraftment in ~40% of recipients, and cardiotoxin injury induced initial loss followed by rebound of BLI signal, a pattern characteristic of stem cell-mediated regeneration (Fig. 3b). Previous studies have demonstrated that such increased serial transplantation ability corresponds with higher Pax7 levels^15^, and we likewise found that OSM treatment not only induced *Pax7* (Fig. 3c) but also reciprocally decreased expression of the differentiation marker *myogenin* (Supplementary Fig. 6a). This effect was unique among the related IL-6 family of cytokines (Fig. 3d)^20,21^. Intracellular staining and flow cytometry in primary myoblasts demonstrated that OSM preferentially activated STAT3 rather than STAT5 (Fig. 3e). Analysis of the *Pax7* locus revealed a previously uncharacterized binding site for STAT3, and chromatin immunoprecipitation (ChIP) from primary myoblasts confirmed direct occupancy of this site by STAT3 in response to OSM treatment (Fig. 3f). Taken together, these data reveal a MEK and STAT3-mediated response to OSM in satellite cells, leading to quiescence induction as well as maintenance of stem cell identity and function.

**Fig. 3:**
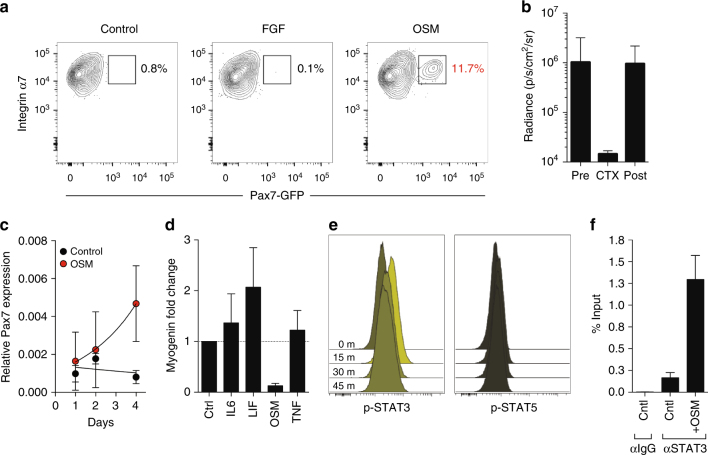
OSM treatment enhances stem cell serial transplantation and inhibits differentiation. **a** FACS analysis of stem cells reisolated from primary transplant recipients receiving either control (left), FGF (middle), or OSM-treated (right) stem cells. Only the live, CD11b^−^Sca1^−^CD31^−^CD45^−^CD34^+^α7 integrin^+^ stem cell population is shown. **b** MuSCs (CD11b^-^Sca1^-^CD31^-^CD45^-^CD34^+^α7 integrin^+^GFP^+^) were reisolated from OSM primary transplant mice as described in **a**, transplanted equally into 5 limbs (secondary transplant recipients; 50 MuSC/limb; 8–12 week old recipients), and monitored by serial BLI. At day 25 following transplant, cardiotoxin (CTX) was injected to induce myofiber damage and stimulate stem cell expansion and tissue regeneration. The average radiance at each timepoint is indicated, and demonstrates regenerative capacity (BLI signal loss followed by rebound) of serially transplated OSM-treated MuSC. Percentage of engrafted mice was 40% both pre and post-CTX injury (2/5 total mice). Note that untreated cells give no engraftment, and no MuSC are therefore present for reisolation/transplant. **c** qRT-PCR analysis of *Pax7* expression following 6 day culture of FACS-sorted MuSC in the presence of OSM (gray circles) or buffer control (black). Mean±SD is shown, *n* = 3 replicates. **d** qRT-PCR analysis of *myogenin* expression following 6 day culture of FACS-sorted MuSC with the indicated cytokines and growth factors. Expression was normalized to GAPDH expression. Mean±SD is shown, *n* = 3 replicates. **e** Timecourse intracellular flow cytometry of primary mouse myoblasts treated for the indicated period of time with OSM, and stained for either phospho-STAT3 (left) or phospho-STAT5 (right). 0 (unstimulated), 15, 30, and 45 min timepoints are shown following cytokine addition. Frequencies are represented as histograms. **f** ChIP performed using primary myoblasts cultured for 6 days either with or without OSM. Immunoprecipitation was performed with either control IgG or STAT3-specific antibodies, and PCR was performed using primers specific for a predicted STAT3 binding site adjacent to the Pax7 locus

### Functions of OSM signaling in vivo

To address the endogenous source of OSM in muscle, we assessed protein levels in muscle tissue and found they were highest in the resting state, decreased rapidly following injury, and reappeared beginning at day 4 and robustly by day 10, concomitant with myofiber regeneration (Fig. 4a). This suggests that OSM is produced in a paracrine fashion from the myofiber niche, rather than in an autocrine fashion from satellite cells. Moreover, this timecourse is inconsistent with immune cells, such as macrophages, being the primary source of OSM, as reported by others in the heart^33^. Immunofluorescence staining of OSM in uninjured muscle indeed revealed localization within myofibers of uninjured muscle, both around myonuclei and the fiber periphery (Fig. 4b), consistent with OSM production by myofibers as a secreted niche factor. To investigate the physiological significance of niche-induced OSM signaling, we derived mice deficient for the obligate OSM receptor, OSMRβ (Supplementary Fig. 6b). Intermediate OSMRβ levels were present in heterozygous animals (Supplementary Fig. 6b), consistent with previously reported haploinsufficiency^33^. EdU incorporation was significantly higher in OSMR-deficient satellite cells (Supplementary Fig. 6c), demonstrating that OSM signaling in satellite cells restrains stem cell proliferation. Importantly, OSMRβ was required for the pro-quiescence effect of OSM (Supplementary Fig. 6c), excluding the possibility of additional receptors mediating this signal.

**Fig. 4:**
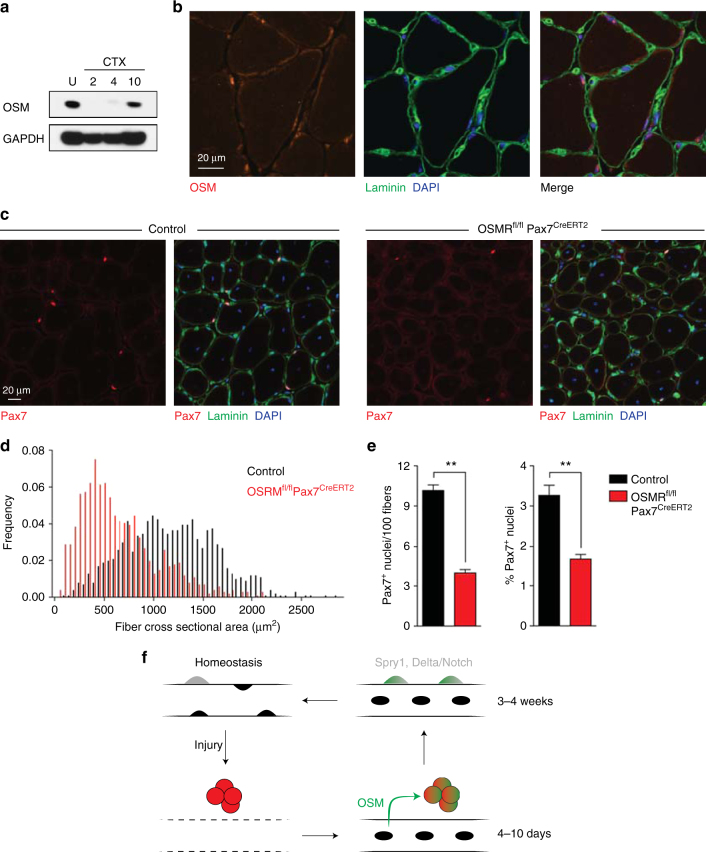
OSM signaling regulates quiescence induction and is required for proper muscle regeneration. **a** Western blot of tibialis anterior muscle, either uninjured (U) or at the indicated days following cardiotoxin injury. **b** Immunofluorescence analysis of wild type uninjured TA muscle. Blue: DAPI; Green: Laminin; Red: OSM. Note the expected perinuclear staining pattern of OSM, consistent with synthesis and export through the known perimyonuclear ER/Golgi network^49, 50^. **c** Representative immunofluorescence images from tibialis anterior muscle of control (Osmr^fl/+^) or conditional knockout (Osmr^fl/fl^ Pax7^CreERT2^) animals following deletion and 2 rounds of cardiotoxin injury and regeneration. For each sample, single channel Pax7 staining is shown on the left and a merged 3 channel image is shown on the right. Blue: DAPI; Green: Laminin; Red: Pax7. **d** Cross-sectional area (CSA) distribution of myofibers from TA muscle of control (Osmr^fl/+^) or conditional knockout (Osmr^fl/fl^ Pax7^CreERT2^) animals (3 8–12 week old animals each) following deletion and 2 rounds of cardiotoxin injury and regeneration. >1000 fibers were quantified per genotype. **e** Quantitation of Pax7^+^ stem cells in serial sections from tibialis anterior muscle of control (-Cre, Osmr^fl/+^) or conditional knockout ( + Cre, Osmr^fl/fl^ Pax7^CreERT2^) animals following deletion and 2 rounds of cardiotoxin injury and regeneration. Results are plotted as Pax7^+^ nuclei per 100 fibers (left) or Pax7^+^ nuclei as a percentage of all visualized nuclei (right). **f** Model for OSM mediated quiesence induction during skeletal muscle regeneration. Under homeostatic conditions, stem cells (gray) are deeply quiescent but can become activated and proliferate (red) following injury. As regenerated myofibers begin to form, secretion of OSM (green) allows quiescence induction by actively promoting cell cycle exit within a subset of activated satellite cells while also maintaining stem cell identity. At later timepoints, 2–3 weeks following injury, upregulation of intrinsic regulators such as Sprouty1 matures the re-selected satellite cell pool back toward the deeply quiescent homeostatic state

OSMR-deficient mice demonstrated no difference in stem cell number or myofiber cross-sectional area in the steady state (Supplementary Fig. 6d, e); this is in keeping with the reappearance of OSM protein during myofiber repair post injury (Fig. 4a), and consistent with a role in re-establishment of quiescence following activation. Serial injury of OSMR-deficient muscle would therefore be expected to deplete the satellite cell pool. Indeed, two rounds of cardiotoxin injury in OSMRβ-deficient mice resulted in a substantial decrease in satellite cell numbers (Supplementary Fig. 7a), associated with a marked regenerative block and >50% reduction in mean myofiber cross-sectional area (CSA; Supplementary Fig. 7b, c, d). To exclude that this reflected effects of OSM on other cell populations such as inflammatory cells, we used Cre-loxP mutagenesis to conditionally ablate OSMRβ in Pax7^+^ MuSC using inducible lineage-restricted Cre expression^35^. Serial muscle injury of conditionally deleted animals led to impaired muscle regeneration, marked decrease in myofiber cross sectional area, and severe depletion of satellite cells (Fig. 4c–e; Supplementary Fig. 7e). The regenerative defect of satellite-cell specific OSMR deletion was indistinguishable from that of whole-body constitutive deletion, demonstrating a specific requirement for OSM signaling in satellite cells.

## Discussion

Here we describe a novel in vivo imaging-based screen which identifies Oncostatin M as a key niche-derived secreted regulator of muscle stem cell quiescence. OSM is, to our knowledge, one of only two niche-localized factors known to induce quiescence in solid organ stem cells^36^, and the first shown to maintain transplantation potential. The ability of OSM to promote MuSC engraftment without inducing proliferation is distinct from previously reported factors such as regulators of p38 MAPK^6,10^, as well as related cytokines such as IL-6 and LIF (Fig. 2h)^18,20,21,37^. The quiescence-inducing function of OSM in skeletal muscle is likewise distinct from its effect in other tissues such as the heart, where it acts to induce cardiomyocyte proliferation^33^, and more closely resembles the cytostatic effect originally described in cancer cell lines and mouse myoblasts^38–40^. This cytostatic effect was moreover shown to be associated with STAT3 activation, and inhibition of CDK2 activity. Although OSM was paradoxically reported to have a pro-proliferative effect on human myogenic progenitor cells, interpretation of this finding is complicated by the fact that human (but not mouse) OSM also signals through the proliferation-inducing LIF receptor (LIFR) pathway^41,42^.

The temporal expression pattern of myofiber-derived OSM resembles that of Sprouty1, a satellite cell-intrinsic inhibitor of FGF signaling whose re-expression following injury is likewise critical for re-induction of stem cell quiescence^9^. Importantly, while OSM is re-expressed by fibers within 4–10 days of injury, Sprouty1 re-expression requires 3 weeks^9^. We suggest that this difference may define an early stage of quiescence, in which nascent myofibers secrete OSM in order to induce cell cycle exit and maintain stem cell identity in a subset of activated satellite cells (Fig. 4f). This model is in keeping with restricted expression of OSMR within a subset of satellite cells (Supplementary Fig. 2b), and adds to our knowledge of heterogeneity within the stem cell pool^43,44^. In addition to its role following muscle injury, we speculate that OSM signaling may play additional roles in the steady state, for instance preventing full activation of stem cells induced by remote damage to enter the “G_Alert_” state^7^. Future work will address this possibility, the fate of OSMR deficient MuSC following activation, as well as whether dysregulation of OSM levels with aging or chronic injury may contribute to impaired maintenance and function of the stem cell pool^3,4,6,28^. It will likewise be important to understand the mechanisms by which signaling pathways shared by multiple IL-6 family members are translated into distinct biological responses^44,45^. Finally, we anticipate that the in vivo imaging-based screening approach reported here will prove useful in identifying additional niche components controlling the function of satellite cells and stem cells in other lineages.

## Methods

### Mice

Experimental protocols involving mice were reviewed and approved by the Stanford University Administrative Panel on Laboratory Animal Care and the GNF Institutional Animal Care and Use Committee. All experiments were performed in compliance with institutional guidelines. All experiments utilized adult (8-12 week old) female mice. Hindlimb-irradiated NOD/SCID mice (Jackson Laboratory) were used as stem cell recipients during screening of protein library pools. Subsequent experiments involving stem cell transplants utilized hindlimb-irradiated, immunocompromised NSG mice. Ubiquitously expressing transgenic CAG-*luciferase*-*GFP* mice were obtained and maintained as described previously^6,25^. Lineage reporter Pax7-IRES-GFP mice were generated using a strategy similar to one previously described^46^. In brief, to generate a targeting vector for homologous recombination, Pax7 genomic sequences were amplified from C57BL/6 mouse genomic DNA and Pax7 homology arms were cloned into a targeting vector containing IRES-EGFP and FRT-flanked neomycin cassettes. C57BL/6 mouse ES cells were transfected by electroporation of linearized Pax7 targeting vector. Transfected ES cells were selected for neomycin resistance using 0.2 mg/ml Geneticin (Invitrogen #10131^−^019). After 10 days of transfection, 300 G418-resistant ES cell clones were isolated and genotyped by PCR for homologous recombination with primers CTATCGCCTTCTTGACGA (neomycin) and GTGTCCCTGGTGTCTTGT (Pax7). Correct targeting was confirmed by Southern blot using a neomycin-specific probe, which allowed the exclusion of random integration events of the targeting vector. Selected targeted ES cells were injected into BALB/c blastocysts and chimeric mice were bred with C57BL/6 females to obtain Pax7-IRES-GFP knock-in mice. To eliminate the FRT-flanked neomycin cassette, Pax7 gene targeted mice were crossed with a mouse line expressing Flp recombinase and analyzed for the loss of the *neomycin* cassette. Pax7-GFP mice without *neo* were used for further analysis.

The Osmr allele was obtained from Jax (B6;129-Osmrtm1.1Nat/J) and typed via real time PCR (Transnetyx). For complete deletion, floxed mice were bred to Thy1^−^cre to induce deletion in the germline. The deleted allele was confirmed by PCR and bred away from the Cre driver. The strain was maintained by intercross of heterozygous deleted animals. For conditional deletion, the floxed allele was bred to Pax7^CreERT2^^35^. To induce deletion, Osmr^fl/fl^ Pax7^CreERT2^ mice or controls (floxed homozygous or heterozygous without Cre driver) were injected on five consecutive days with 200 μl of 20 mg/ml tamoxifen in corn oil (Sigma), and then subsequently maintained on tamoxifen-containing chow (TD.130855, Harlan-Teklad) in order to prevent counterselection against deleted satellite cells^47^.

### Stem cell purification and culture

Mouse muscle stem cells were purified essentially as previously described^6^. In brief, tibialis anterior and gastrocnemius muscles were dissected and digested with Collagenase II and Dispase (Worthington Biochemical Corporation) for a total of 90-120 min. Following centrifugation and resuspension, the cell suspension was strained a 40-μm filter (BD Biosciences). Cells were stained with the following biotinylated antibodies: anti-CD45 (BD Biosciences, clone 30F11, catalog # 553078, 1:500), anti-CD11b (BD Biosciences, clone M1/70, catalog # 553309, 1:800), anti-CD31 (eBiosciences, clone 390, catalog # 13-0311-82, 1:200) and anti-Sca1 (BD Biosciences, clone E13-161.7, catalog # 553334, 1:200). Cells were then incubated with streptavidin (SA) microbeads (Miltenyi Biotech), SA-Texas Red (Invitrogen, catalog # S872, 1:200), PE labeled anti-integrin α7 antibody labeled with phycoerythrin (AbLab, clone R2F2, catalog # 10ST215, 1:500) and anti-CD34 eFluor660 (eBioscience, clone RAM34, catalog # 50-0341-82, 1:67). In some experiments, cells were stained with eFluor 450 directly conjugated lineage antibodies (anti-CD45, anti-CD31, anti-Sca1, anti-CD11b, anti-Ter119; eBioscience). Dead cells were stained with propidium iodide. Cells sorting on a FACS Aria 2 routinely yielded > 95% CD34^+^α7 integrin^+^ cells from a single round of sorting. Scatter plots were analyzed using FlowJo (TreeStar). All in vitro culture experiments were performed using media changes with fresh recombinant protein added every 3 days. For screening, His-tagged cDNA clones comprising the GNF Secretomics Collection were expressed in 293 T Freestyle cells and affinity purified using nickel agarose using in-house automation instrumentation. Retained proteins were eluted in TBS with 250 mM imidazole and were pooled manually. Pooled proteins were added to 800 purified stem cell counts at 10% final culture volume; no attempts were made to normalize the concentration of individual proteins within the pools, which therefore varied as a function of protein expression and elution efficiency. Media was changed after 3 days and fresh protein-containing media was added for another 3 days prior to transplant. MuSC were cultured under minimal conditions on plastic without exogenous extracellular matrix, conditions that favor commitment and differentiation^48^. Standard muscle stem cell culture was performed in DMEM/F10 (50:50), 15% FBS, 1% penicillin-streptomycin, and 2.5 ng/ml rh bFGF. For screening experiments, culture was performed in medium above but without FGF. Pilot experiments indicated that use of collagen coated plates dramatically reduced assay window, therefore uncoated plastic plates were used throughout, including for long-term (14 day) stem cell culture. Recombinant Oncostatin M (R&D Systems), recombinant human basic FGF (Promega), SB202190 (EMD Chemicals) and U0126 (Cell Signaling) were obtained commercially. Surface area for experiments performed in chamber slides (Fig. 2a) was 0.8 cm^2^, with an initial seeding density of ~31 cells/mm^2^.

### Muscle stem cell transplantation and muscle injury

Stem cell harvesting, intramuscular injection, and cardiotoxin-mediated muscle injury were all performed essentially, as previously described^6^, with the exception that 50 ul 10 μM cardiotoxin was used for all injuries. For counted cell transplants, stem cells were counted manually using a hemocytometer prior to transplant.

### Bioluminescence imaging

Bioluminescence imaging (BLI) was performed using either a Xenogen 100 or IVIS Spectrum CT, as previously described^6,25,48^. Briefly, 150 μL D-luciferin (reconstituted at 30 mg/mL in sterile water; Caliper LifeSciences) was administered by intraperitoneal injection into anesthetized mice. BLI were acquired using 60 s exposures for a total of 12 min following luciferin injection. Images were recorded and analyzed using Living Image software (Caliper LifeSciences). For images acquired on the Xenogen 100, a signal value of 100,000 photons per second was routinely used to define the engraftment threshold, as previously described^6,25^. Engraftment thresholds were ~10-fold higher for imaging performed on the IVIS Spectrum CT, reflecting the higher sensitivity on this instrument and intrinsic detector characteristics between machines. In vitro imaging was performed similarly but with a 1:1000 final dilution of stock luciferin.

### Graphical and statistical analysis

Graphs and statistics were generated using GraphPad Prism software. Student’s two-tailed *t* tests were used to calculate *p* values.

### Cell and tissue staining

Tibialis anterior (TA) muscle sections were prepared for staining essentially as previously described^6,48^. For OSMR staining, whole TA muscles were first fixed with 0.5% paraformaldehyde/PBS for 2 h at 4 C, followed by incubation in 20% sucrose/PBS overnight at 4 C. 10 μM sections were cut for all stainings. Antibodies were: anti-laminin (Millipore, catalog #05^−^206, 1:250), anti-GFP (Invitrogen, catalog #A11122, 1:200), anti-OSMR (R&D, catalog #AF665, 1:200), anti-Pax7 (Santa Cruz Biotechnology, catalog #sc81648, 1:50; or Developmental Studies Hybridoma Bank, 2 μg/mL final concentration), AlexaFluor 594–conjugated donkey anti-rat IgG1 and AlexaFluor 488–conjugated donkey anti-rabbit (Jackson ImmunoResearch, catalog # 712-585-150 and 711-545-152 respectively, 1:200 each). Nuclei were counterstained with either DAPI (Invitrogen) or TO-PRO-3 (Invitrogen). Images were acquired with an AxioPlan2 epifluorescent microscope (Carl Zeiss) with ORCA-ER digital camera (Hamamatsu Photonics).

### Single-cell RT-PCR

Single cell RT-PCR was performed, as described^6,25^. In brief, MuSCs were obtained from digested muscle as above, and three rounds of FACS sorting was performed in order to obtain a highly purified CD34^+^α7 integrin^+^ MuSC population. In the last sorting step, the cells were dispensed into PCR tubes containing lysis buffer under single cell conditions (1 cell/well) or non-single cell conditions (50 cells/well). Multiplexed RT-PCR was performed using the following primers: Pax7 ext FWD GAGTTCGATTAGCCGAGTGC; Pax7 ext REV GGTTAGCTCCTGCCTGCTTA; Pax7 int FWD GCGAGAAGAAAGCCAAACAC; Pax7 int REV GGGTGTAGATGTCC GGGTAG Myf5 ext FWD AGACGCCTGAAGAAGGTCAA; Myf5 ext REV AGCTGGACACGGAGCTTTTA; Myf5 int FWD C CACCAACC CTAAC CAGAGA; Myf5 int REV CTGTTCTTTCGGGACCAG AC; Myod1 ext FWD TACCCAAGGTGGAGATCCTG; Myod1 ext REV GTGGAGATGCGCTCCACTAT; Myod1 int FWD GCC TTCTACGCACCTGGAC; Myod1 int REV ACTCTTCCCTGCCTGGACT

### EdU labeling

For in vitro labeling experiments, satellite cells were treated with 10 μM 5-ethynyl-2′-deoxyuridine for the last 12 h of culture. Cells were fixed, permeabilized, and EdU incorporation detected using the Click-iT EdU Alexa Fluor 488 Imaging Kit (Life Technologies) per manufacturer’s protocol.

### qRT-PCR

Analysis of purified cultured satellite cells was performed, as described^6,25^. RNA was isolated using the RNeasy Micro Kit (Qiagen), and reverse transcribed using SuperScript III. RT-PCR was performed using a SYBR Green PCR Master Mix (Applied Biosystems). Quantification was performed using the 2−ΔΔCt method and normalized to Gapdh. Primer sequences were as follows: p27/Kip1 REV CCGGGCCGAAGAGATTTCTG; OSMR FWD CATCCCGAAGCGAAGTCTTGG; OSMR REV GGCTGGGACAGTCCATTCTAAA; GAPDH FWD AGGTCGGTGTGAACGGATTTG; GAPDH REV TGTAGACCATGTAGTTGAGGTCA; Pax7 FWD TCTCCAAGATTCTGTGCCGAT; Pax7 REV CGGGGTTCTCTCTCTTATACTCC.

### ChIP-qPCR

Stat3-ChIP was performed following the standard protocol from the ChIP-IT Express Enzymatic kit (Active Motif, California) on chromatin isolated from primary myogenic progenitor cells (8 × 10^6^) cultured with the same culture media and condition as described for muscle stem cells. Briefly, cells were crosslinked for 10 min with 1% formaldehyde and quenched with 12.5 mM glycine for 5 min. Nuclei were obtained by incubating with 1 ml hypertonic lysis buffer and protease and phosphatase inhibitors as supplied for 30 min 4 °C and releasing with 20 strokes through a dounce homogenizer on ice. Chromatin was obtained with the nuclear digestion buffer and fragmented to 300-100 base-pairs with the enzymatic shearing cocktail in 50% glycerol as provided by the kit for 12 min at 37 °C. 10% of the sheared chromatin was saved as an input control, and 10 ug of sheared chromatin from each condition were immunoprecipitated with antibody to mouse STAT3 (610190, BD Bioscience) or normal mouse IgG (Cell Signaling) overnight at 4 °C, followed by 1 h of incubation at 4 °C with Protein G-coated magnetic beads (Active Motif). Washing and reverse crosslinking was performed according to manufacturer’s protocol. The precipitated DNA was amplified and analyzed by real-time SYBR Green PCR (Applied Biosystem) on an ABI PRISM 7900 HT Sequence Detection system (Applied Biosystem). Primer pairs (EpiTect GPM105088(+)01A, SA Bioscience) designed for quantitative RT-PCR analysis were used to amplify the putative Stat3 binding site adjacent to the mouse Pax7 locus (Chr4: 139387970-139388390), identified via Biobase Transfac analysis (Biobase Corp. MA). The Stat3 occupancy was calculated as a ratio of the amplification efficiency of Stat3 ChIP over input chromatin.

### Intracellular FACS

Cells were fixed with 4% formaldehyde for 10 min at RT and permeabilized by adding cell suspension drop-wise into ice-cold 100% methanol while gentle vortexing to a final concentration of 90% methanol and incubate on ice for 30 min. Permeabilized cells were resuspended in FACS buffer (1xPBS, 1% BSA), stained with antibody for 30 min at room temperature and analyzed via FACS Calibur flow cytometer (BD, Bioscience). Phospho-Histone H3 (ser10) was performed using the Alexa Fluor 488 conjugated H3S10 primary antibody (9708, Cell Signaling). Phospho-Stat3 and Phospho-Stat5 were performed using PE-mouse anti-Stat3 (Y705) (612569, BD Bioscience) and PerCP-Cy5.5 mouse anti-Stat5 (pY694) (560118, BD Bioscience) respectively.

### Microarray analysis

Total RNA was prepared with Qiagen RNeasy kits. In total 20 ng of total RNA was prepared for array analysis using Affymetrix 3′ IVT Express amplification reagents. In total 15 ng of cRNA was hybridized to Affymetrix MOE_430_2 arrays, and arrays were washed, stained, and scanned using standard methods. CEL files were processed using MAS5. Microarray data have been submitted to GEO (accession number GSE69976).

### Bioinformatic analysis

OSM signature genes were defined as the top-quartile of the most up-regulated genes using the ratio of OSM-treatment/no-OSM treatment. Similarly a quiescence signature was defined using published data^23,24^ as the intersection of the top quartile of up-regulated genes (ratio of quiescence vs activated) in two comparisons. These two signature sets were then compared to each other and the number of overlapping genes was found to be higher than expected by chance as assessed by Fisher’s Exact Test (*n* = 754 genes, 2.01 fold enrichment, *p* = 4e-105).

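This definition is over genes. Taken over probe sets, the top quartile of the ratio of MuSC +OSM to MuSC −OSM held 11260, and its edge lay at a ratio of 1.45. Over genes it held 4550, and the paper's value, read from a figure, is 4900. Among genes whose probe sets above the floor all went the same way, Il4ra and Il13ra1, subunits of the interleukin-4 and interleukin-13 receptors, were 30.2-fold and 12.8-fold higher with OSM. Igfbp4, which binds insulin-like growth factors, was 21.3-fold higher, and Sulf1, a heparan sulfate endosulfatase, 18.0-fold. Inhbb, an activin subunit, was 15.1-fold higher, the matrix gene Fbln2 12.0-fold and Aebp1 12.2-fold. Serpinb2, a plasminogen activator inhibitor, was at least 29.4-fold higher and Prg4, the joint lubricant lubricin, at least 14.4-fold. With both signals above the floor, the lowest ratio was that of Casq1, a calcium-binding protein of muscle, which was 7.33-fold lower with OSM. Tceal7 at 6.99-fold lower and Yipf7 at 6.92-fold lower came next. Kcnf1 and Nptx1, under the floor in MuSC +OSM, were at least 6.80-fold and at least 6.02-fold lower, so their rank is not known. Ccnd1, which encodes cyclin D1, was 6.52-fold lower, the hormone gene Fgf21 5.48-fold and Car3, a carbonic anhydrase of muscle, 5.77-fold. Of the other probe sets of the genes at least 2-fold higher with OSM, 450 of 521 (86.4%) had a higher signal too, and 267 of 290 (92.1%) had a lower signal for the genes at least 2-fold lower. At least 2-fold in the same direction were 209 (40.1%) and 123 (42.4%) of them.

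**Figure D2:**
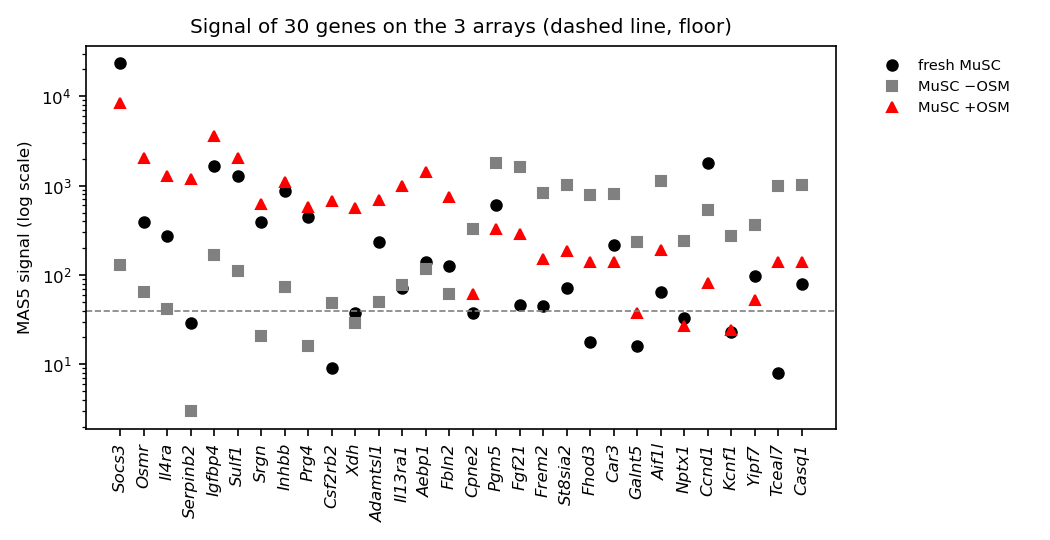
MAS5 signal, on a log axis, of the 30 genes named by rule as highest and lowest in the ratio of MuSC +OSM to MuSC −OSM, with fresh MuSC as black circles, MuSC −OSM as gray squares and MuSC +OSM as red triangles, 1 array each, and a dashed line at the floor of 40. Socs3 lies at 129 in MuSC −OSM and 8400 in MuSC +OSM, and Casq1 at 1011 and 138.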

### Data availability

Microarray data are available via GEO (accession number GSE69976). The data that support the findings of this study are available on request from the corresponding authors (S.C.S., H.M.B.).

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

# Supplementary material for: Induction of muscle stem cell quiescence by the secreted niche factor Oncostatin M
**Source:** Nat Commun. 2018 Apr 18;9:1531. doi: 10.1038/s41467-018-03876-8
**Supplement:** Supplementary file 1 — Supplementary Information

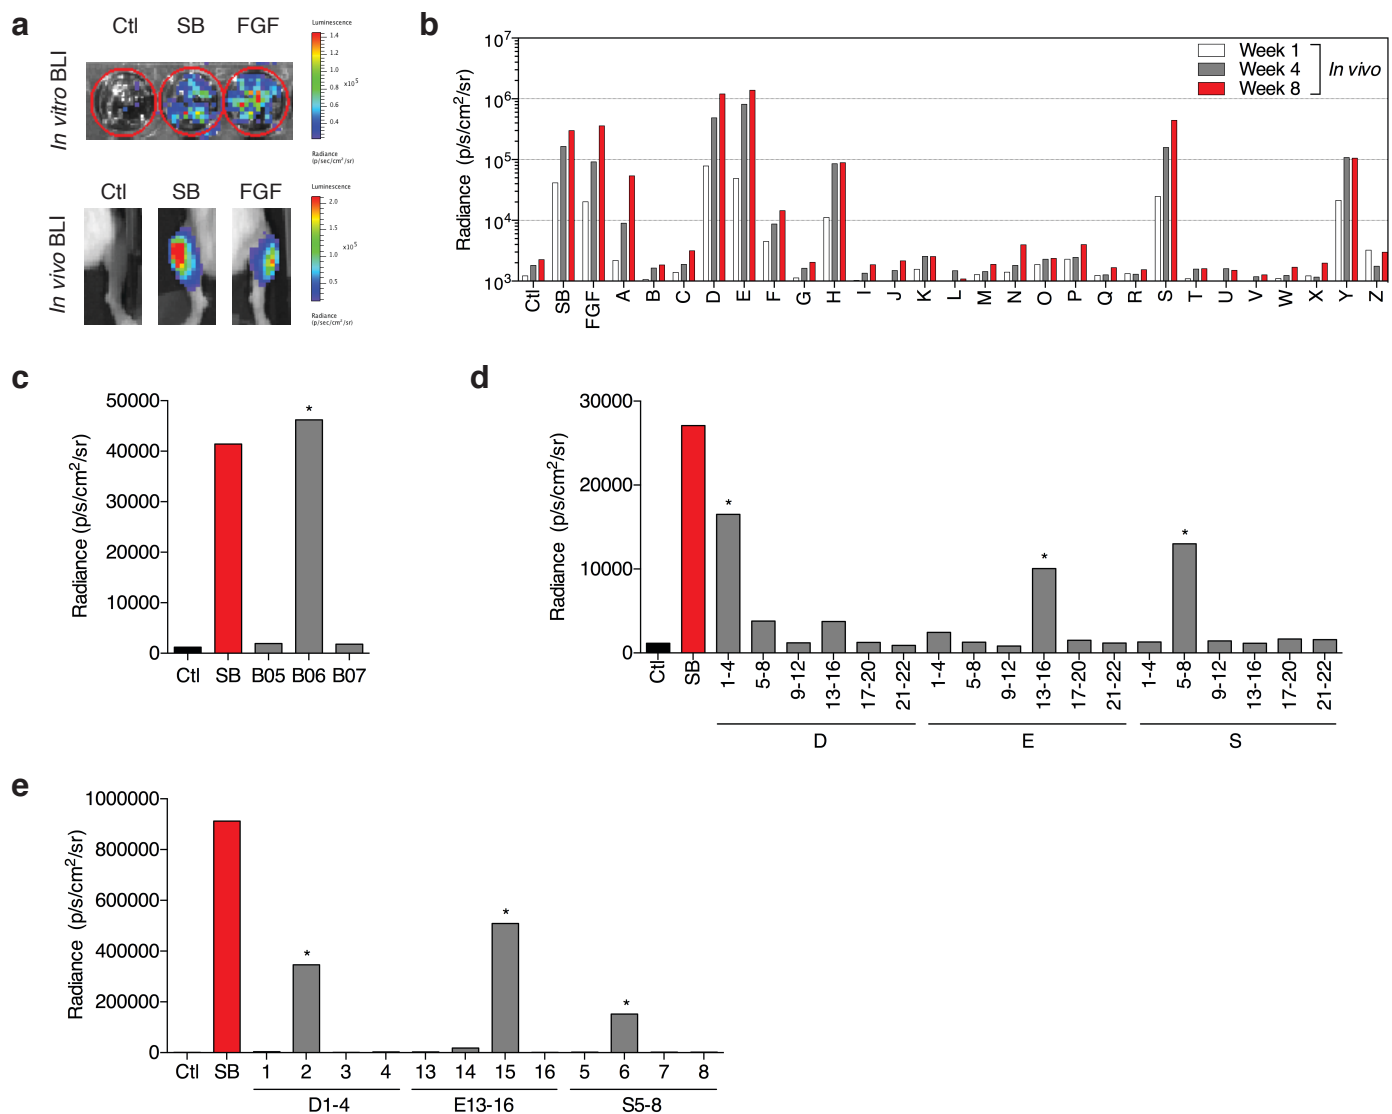

Supplementary Figure 1

### Deconvolution of screening hits.

(a) Representative *in vitro* and *in vivo* BLI results for the screening strategy. 800 FACS-sorted MuSC were cultured on plastic in minimal conditions either without additional factors (Ctl), with SB202190 (SB; 10 µm), or with recombinant human Fibroblast Growth Factor (FGF; 2.5 ng/mL). *In vitro* BLI was performed after 6 days, the cell were then harvested and then transferred intramuscularly. *In vivo* BLI was performed 2 weeks later.

(b) Serial *in vivo* BLI from multiplexed protein screening. BLI was performed at 1 (white), 4 (grey), and 8 (red) weeks post transplant. Ctl: control buffer; SB: SB202190; FGF: recombinant human basic Fibroblast Growth Factor.

(c) *In vivo* BLI data from final round of deconvolution of pool Y (see Fig. 1c). SB202190 (SB; 10 µm), and buffer (Ctl) were used as controls. Asterisk indicates final positive pool, containing the extracellular domain of TNFRSF1A.

(d) *In vivo* BLI data from deconvolution of three positive pools from Fig. 1c, each containing 4 proteins. SB202190 (SB; 10 µm), and buffer (Ctl) were used as controls. Imaging was performed at day 10 following intramuscular transplant. Asterisk indicates positive subpools.

(e) *In vivo* BLI data from final round of deconvolution of positive subpools indicated in (c). Note that each subpool now contains an individual protein. Imaging was performed at day 14 following intramuscular transplant. Asterisk indicates positive subpools, each containing Oncostatin M.

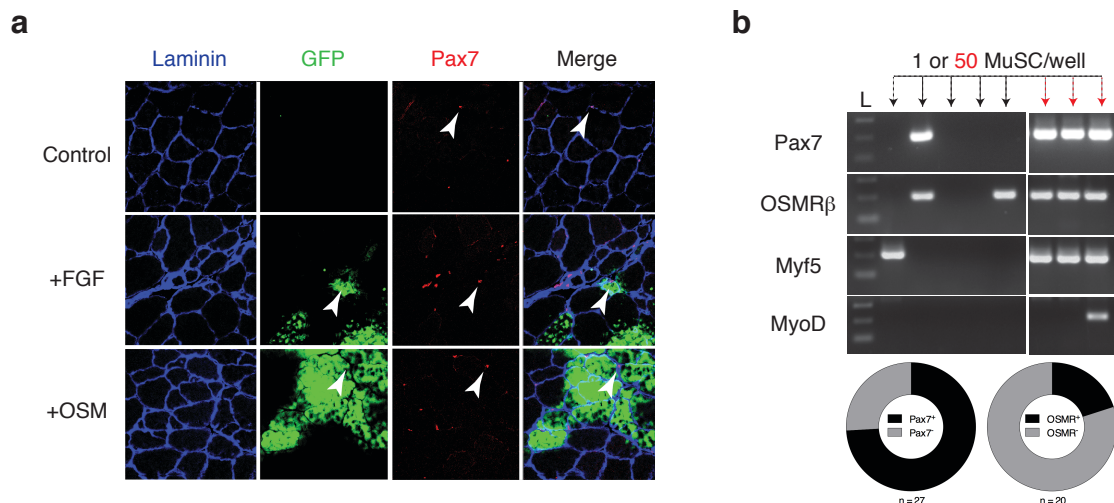

Supplementary Figure 2

**Expression of OSMR $\beta$  within muscle stem cells.**

(a) Representative immunofluorescence analysis of muscle sections following transplant with either buffer (top row), FGF (middle row) or OSM (bottom row) treated stem cells isolated from *CAG-luciferase-GFP* mice. Note that engrafted fibers derived from these cells express both luciferase as well as GFP. White arrowheads indicate Pax7<sup>+</sup> satellite cells adjacent to areas of GFP<sup>+</sup> donor-derived fibers.

(b) OSMR $\beta$  expression on single sorted MuSC. Triple FACS-sorted MuSCs were sorted into PCR tubes at either 1 cell per well or 50 cells per well (positive control) for RT-PCR. Representative data from nested, non-quantitative RT-PCR demonstrating expression of Pax7, OSMR $\beta$ , Myf5, and MyoD in either single cells (black arrows) or in pools of 50 cells (red arrows). Of cells demonstrating amplification, OSM<sup>+</sup>/Pax7<sup>+</sup> was ~19% (20 total), OSM<sup>+</sup>Myf5<sup>+</sup>/Myf5<sup>+</sup> was ~13% (13 total), Pax7<sup>+</sup> was 75% (27 total), Myf5<sup>+</sup> was ~48% (13 total). Schematic at bottom summarizes Pax7 and OSMR $\beta$  results.

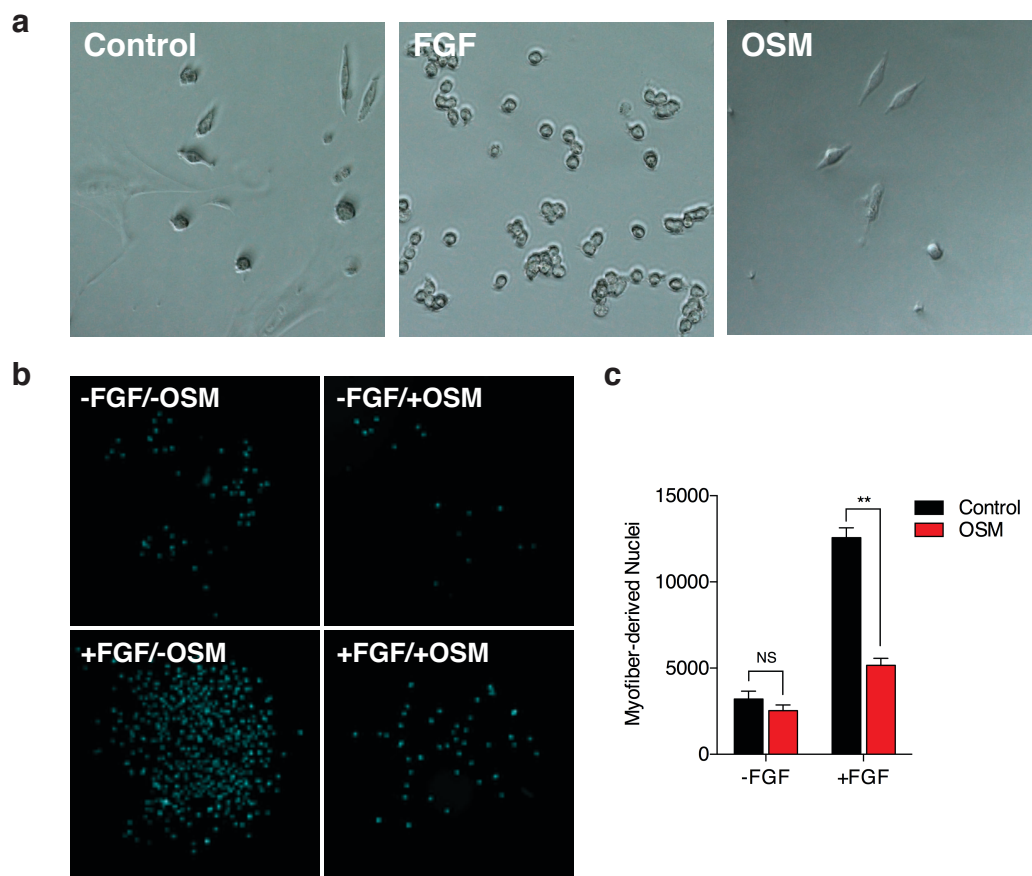

Supplementary Figure 3

**OSM represses proliferation of isolated and fiber-associated muscle stem cells.**

(a) Phase contrast micrograph images of FACS-sorted MuSC culture for 6 days with either control buffer (left), FGF (2.5 ng/ml; middle), or OSM (100 ng/ml; right). Images were acquired at 20X.

(b) Imaging of cells derived from myofiber cultures described in Fig. 3c. Bulk muscle fibers derived from C57BL/6 mice were cultured for 5 days in the simultaneous absence or presence of FGF and/or OSM. Plate-bound cells were quantified by DAPI staining, high-content imaging, and automated counting of cell nuclei.

(c) Quantification of myofiber-derived colony formation. Bulk muscle fibers from wild type C57BL/6 mice were cultured for 5 days in the absence or presence of FGF and OSM. At the end of the culture period, plate-bound cells representing progeny of activated satellite cells were quantified by high-content imaging and automated counting of DAPI<sup>+</sup> nuclei (see Supplementary Fig. 3b). NS, not significant; double asterisk indicates p < 0.01.

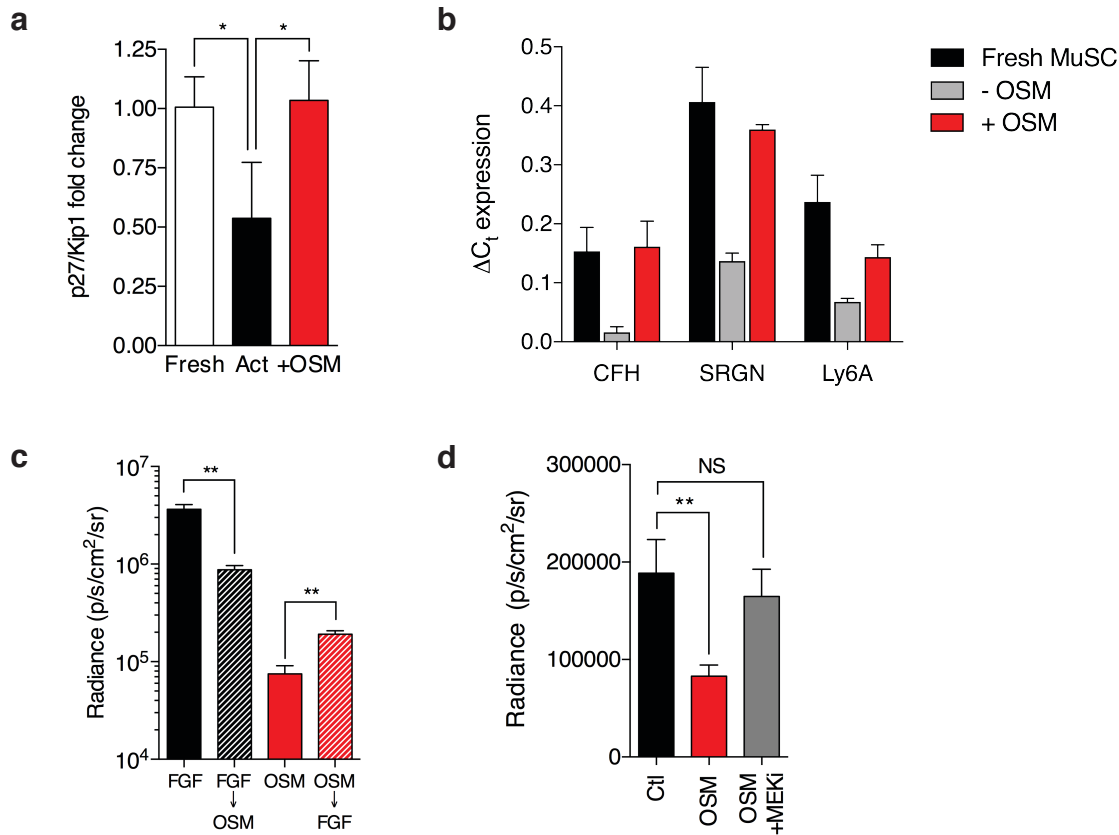

Supplementary Figure 4

#### Mechanism of OSM-induced quiescence.

(a) p27/Kip1 induction in response to OSM treatment *in vitro*. qPCR was performed on FACS-sorted MuSC either freshly isolated (Fresh) or cultured for 6d in the absence (Activated, Act) or presence (+OSM) of OSM. Data were normalized to expression of GAPDH. Mean  $\pm$  SD is shown, n=3 replicates; asterisk indicates  $p < 0.05$ .

(b) Validation of quiescence gene signature. 

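Srgn, which encodes the proteoglycan serglycin, had array signals of 389 in fresh MuSC, 21 in MuSC −OSM and 622 in MuSC +OSM. Its level was at least 15.6-fold higher in MuSC +OSM and at least 9.72-fold higher in fresh MuSC than in MuSC −OSM, where the signal was under the floor. MuSC +OSM was 1.60-fold above fresh MuSC. The arrays measure RNA after amplification and hybridization, whereas qPCR amplifies cDNA of chosen transcripts.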

Expression of three genes from the microarray-derived quiescence signature was independently assessed by qPCR analysis of fresh MuSC or MuSC cultured without (-OSM) or with OSM (+OSM).

(c) *In vitro* BLI for FACS-sorted MuSC from Fig. 2e. Cells were cultured for 6 days under the indicated conditions, and BLI was performed prior to cell fixation. Mean  $\pm$  SD is shown, n=4 replicates.

(d) Proliferation of FACS-sorted MuSC cultured for 6 days in the presence or absence of OSM, or with both OSM and the MEK inhibitor U0126 (5  $\mu$ M). Mean  $\pm$  SD is shown, n=3 replicates.

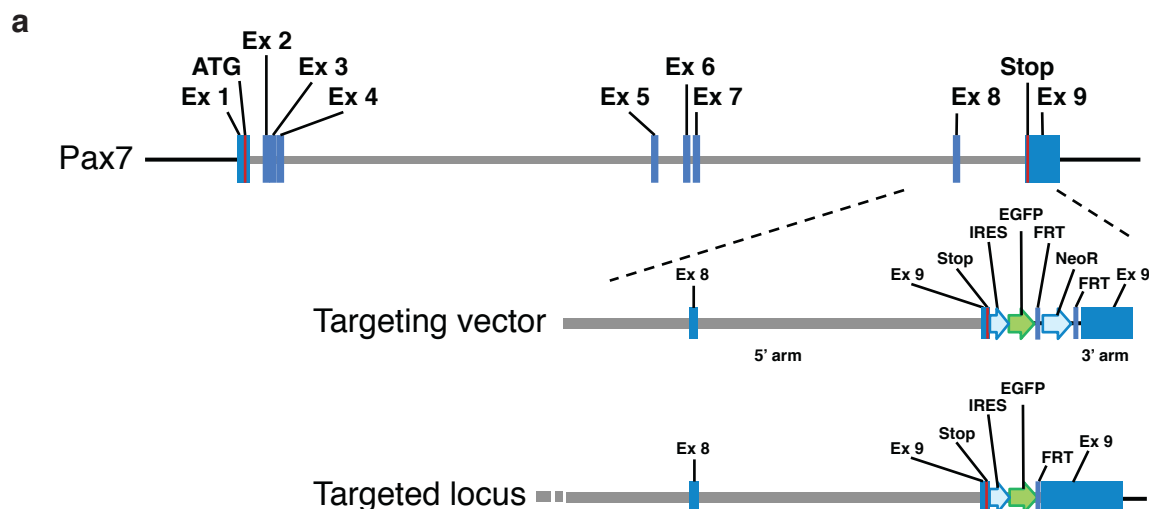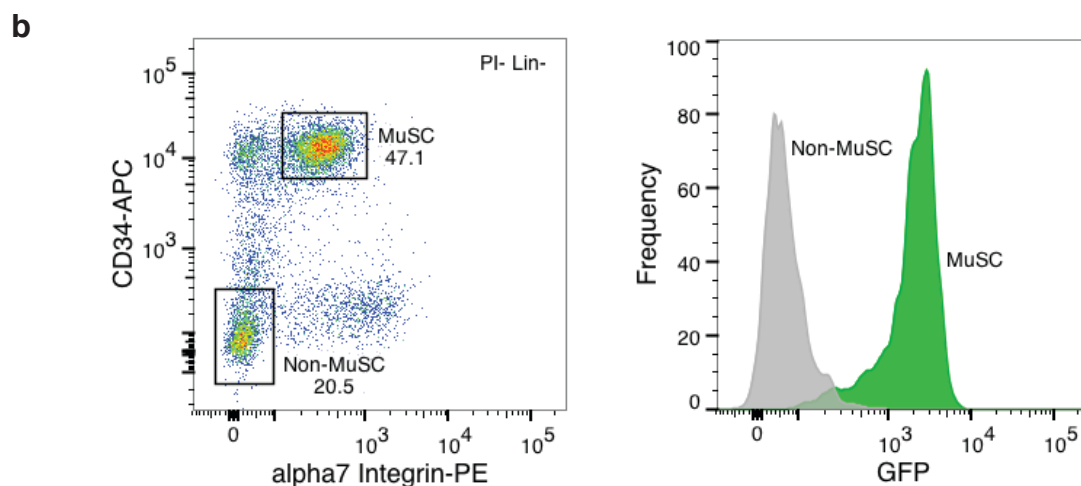

Supplementary Figure 5

**Generation and validation of Pax7<sup>GFP</sup> allele.**

(a) Schematic of targeting vector used to generate Pax7<sup>GFP</sup> mice, containing insertion of an Internal Ribosome Entry Site and Green Fluorescent Protein (IRES-GFP) cassette into the 3' untranslated region of the *Pax7* locus.

(b) FACS analysis of the muscle-derived mononuclear fraction from homozygous Pax7<sup>GFP</sup> mice. Left: Gating of PI<sup>-</sup>CD11b<sup>-</sup>Sca1<sup>-</sup>CD31<sup>-</sup>CD45<sup>-</sup> cells into MuSC and non-MuSC populations by CD34 and  $\alpha$ 7-Integrin expression. Right: GFP expression in MuSC (PI<sup>-</sup>CD11b<sup>-</sup>Sca1<sup>-</sup>CD31<sup>-</sup>CD45<sup>-</sup>CD34<sup>+</sup> $\alpha$ 7 integrin<sup>+</sup>; green) and non-MuSC (PI<sup>-</sup>CD11b<sup>-</sup>Sca1<sup>-</sup>CD31<sup>-</sup>CD45<sup>-</sup>CD34<sup>+</sup> $\alpha$ 7 integrin<sup>-</sup>; grey) populations.

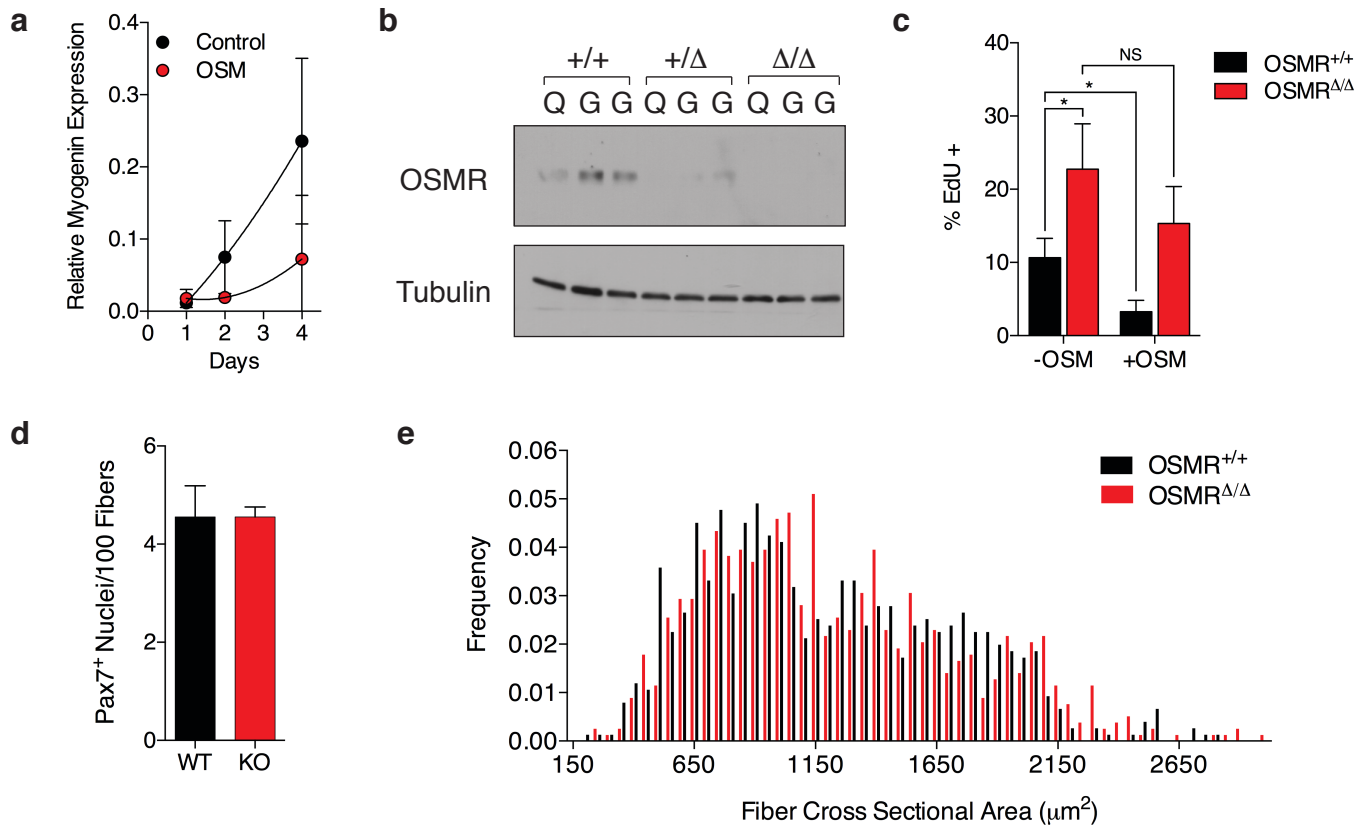

Supplementary Figure 6

**OSMR is required for OSM signaling in muscle stem cells.**

(a) qRT-PCR analysis of *myogenin* expression following 6 day culture of FACS-sorted MuSC in the presence of OSM (gray circles) or buffer control (black). Mean  $\pm$  SD is shown, n=3 replicates.

(b) Western blot analysis of uninjured quadriceps (Q) or gastrocnemius (G) muscle from wild type (+/+), heterozygous ( $\Delta$ /+) or homozygous ( $\Delta$ / $\Delta$ ) mutant OSMR $\beta$  animals.

(c) Increased proliferation of OSMR $\beta$ -deficient MuSC. FACS-sorted wild type (OSMR<sup>+/+</sup>) or homozygous OSMR $\beta$  mutant (OSMR<sup>Δ/Δ</sup>) muscle stem cells were cultured for 6 days without (-OSM) or with OSM (+OSM). Cells were pulsed labeled with EdU for the final 12 hours of culture.

(d) Quantitation of Pax7<sup>+</sup> stem cells in serial sections from tibialis anterior muscle of uninjured wild type (+/+) or homozygous ( $\Delta$ / $\Delta$ ) mutant OSMR $\beta$  animals. Results are expressed relative to fiber number.

(e) Cross-sectional area (CSA) distribution of myofibers from tibialis anterior (TA) muscle of uninjured wild type (+/+; open boxes) or homozygous ( $\Delta$ / $\Delta$ ; black boxes) mutant OSMR $\beta$  animals. >750 fibers were quantified per genotype.

**a**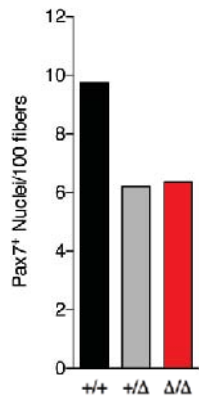**b**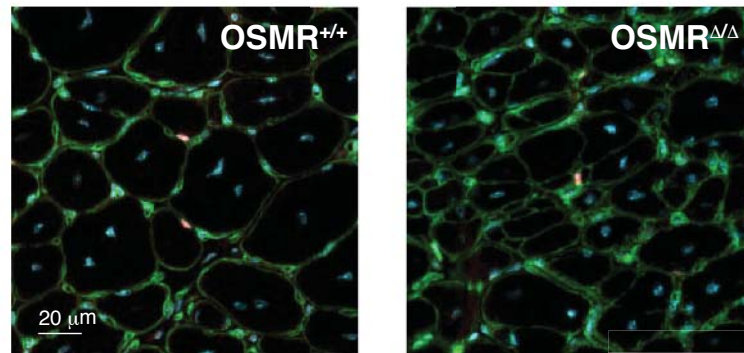**c**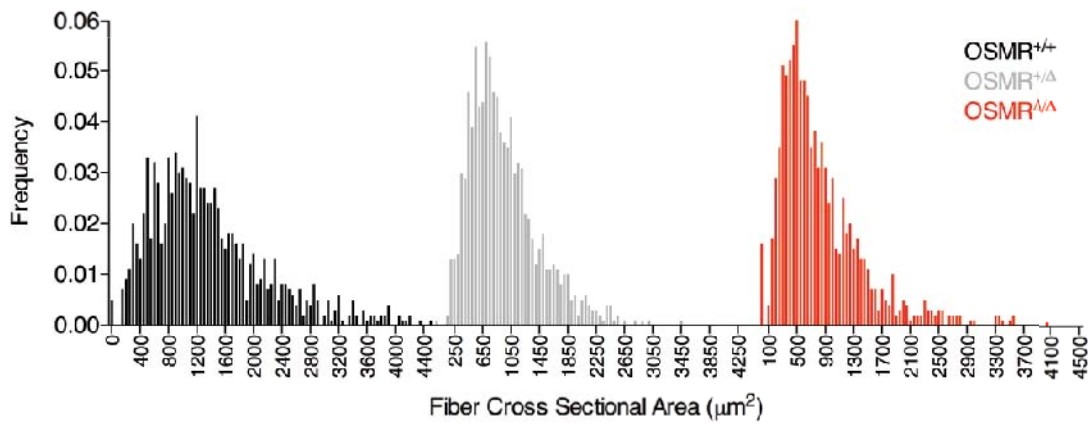**d**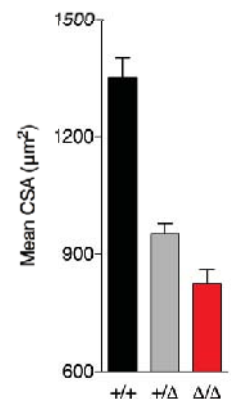**e**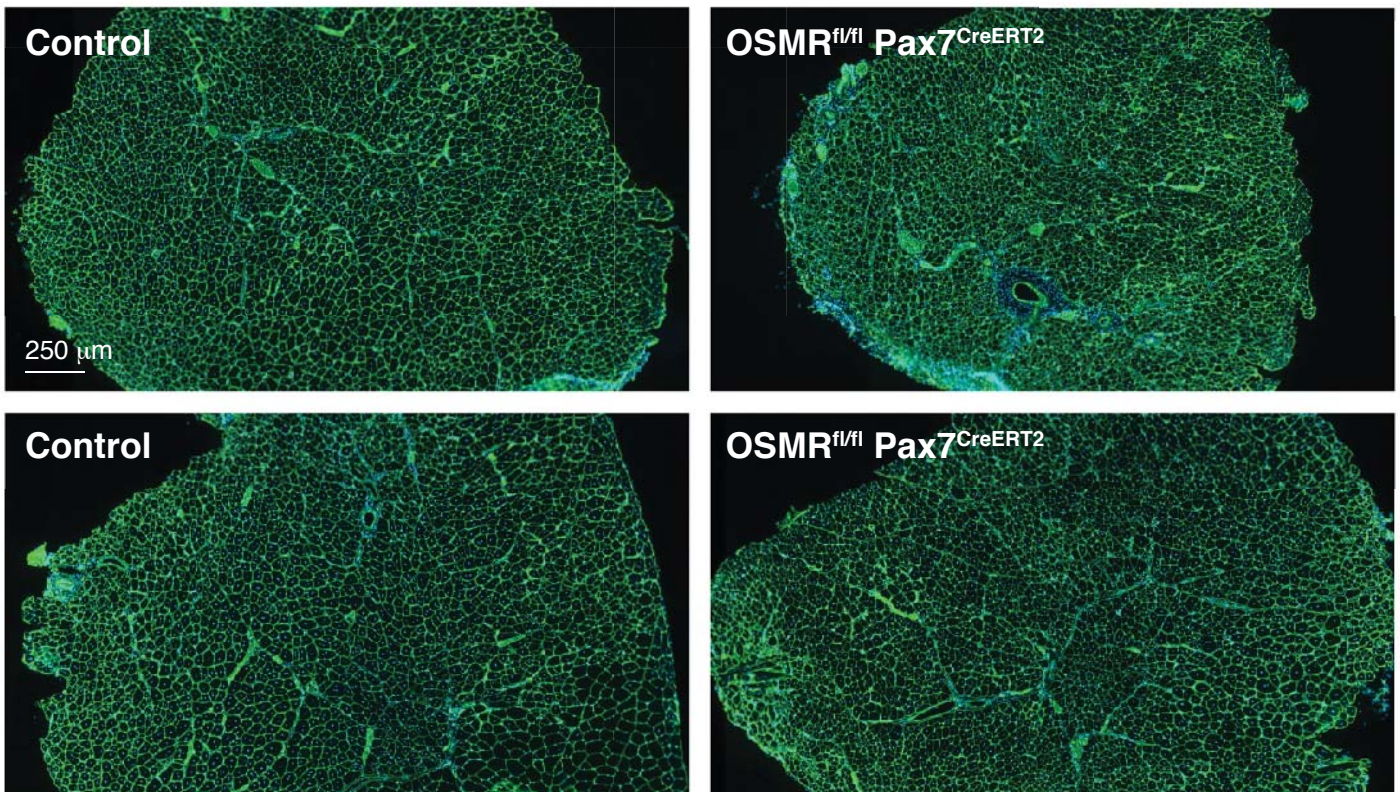

## Supplementary Figure 7

### Characterization of muscle regeneration in OSMR $\beta$ deficient mice.

(a) Quantitation of Pax7<sup>+</sup> stem cells in serial sections from tibialis anterior muscle of wild type (+/+), heterozygous ( $\Delta$ /+) or homozygous ( $\Delta$ / $\Delta$ ) mutant OSMR $\beta$  animals following 2 rounds of cardiotoxin injury and regeneration.

Results are expressed relative to fiber number.

(b) Representative immunofluorescence images from tibialis anterior muscle of wild type (+/+) or homozygous mutant ( $\Delta$ / $\Delta$ ) OSMR $\beta$  animals following 2 rounds of cardiotoxin injury and regeneration. Blue: DAPI; Green: Laminin; Red: Pax7.

(c) Cross-sectional area (CSA) distribution of myofibers from tibialis anterior (TA) muscle of wild type (+/+; open boxes), heterozygous ( $\Delta$ /+; gray boxes) or homozygous ( $\Delta$ / $\Delta$ ; black boxes) mutant OSMR $\beta$  animals following 2 rounds of cardiotoxin injury and regeneration. >1000 fibers were quantified per pooled genotype.

(d) Quantification of mean CSA from TA muscle section described in (c). >1000 fibers were quantified per pooled genotype. 95% confidence intervals of the mean are indicated.

(e) Low magnification images of immunofluorescence images from tibialis anterior muscle of control (Osmr<sup>fl/+</sup>) or conditional knockout (Osmr<sup>fl/fl</sup> Pax7<sup>CreERT2</sup>) animals following deletion and 2 rounds of cardiotoxin injury and regeneration. Blue: DAPI; Green: Laminin.

## Supplementary References

- 1 Fukada, S. *et al.* Molecular signature of quiescent satellite cells in adult skeletal muscle. *Stem cells* **25**, 2448-2459, doi:10.1634/stemcells.2007-0019 (2007).
- 2 Pallafacchina, G. *et al.* An adult tissue-specific stem cell in its niche: a gene profiling analysis of in vivo quiescent and activated muscle satellite cells. *Stem cell research* **4**, 77-91, doi:10.1016/j.scr.2009.10.003 (2010).

# Supplementary material for: Induction of muscle stem cell quiescence by the secreted niche factor Oncostatin M
**Source:** Nat Commun. 2018 Apr 18;9:1531. doi: 10.1038/s41467-018-03876-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

**Description:** A transcriptional signature of satellite cell quiescence. Genes showing up- or down-regulation between quiescent and activated satellite cells was compared between two literature datasets<sup>1,2</sup> as well as microarray analysis of satellite cells cultured in vitro for 3 days with or without Oncostatin M. The top 10% of genes demonstrating regulation in all 3 datasets is shown, totaling 613 genes. Note the presence of expected OSM transcriptional targets, including *Osmr* and *Socs3*. Q1, A1 refer to quiescent and activated cells from dataset 1; Q2, A2 refer to quiescent and activated cells from dataset 2.

How the deposited data were processed for this re-analysis (not part of the article)

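RNA of FACS-sorted mouse MuSC was measured on 3 Affymetrix MOE_430_2 arrays, with 1 array each for fresh MuSC, MuSC −OSM and MuSC +OSM. The paper's methods state that 3′ IVT Express reagents were used for amplification and that the array files were processed with MAS5, whose version is not given in the sources used here. The authors deposited the values as MAS5 signal intensity on a linear scale, scaled by them to a common trimmed mean, and no replicates of a condition were used here. Conditions were taken from the sample labels and the paper, and the columns were matched to them by name.

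From these values, ratios between arrays were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A total of 45037 probe sets entered and 64 control probe sets were left out. Signals were raised to a floor of 40 before a log2 ratio was taken for a gene, and a gene counted as measured where at least 1 of the arrays compared lay above the floor. Genes with a ratio of at least 2-fold were counted as higher or lower. Probe sets naming several genes or none were not used for genes, 34741 of the probe sets naming 1 gene had an identifier in the mouse gene table used to update symbols, and 0 symbols changed. Top quartiles were taken after the paper's methods, which define them over genes. Here their ratios used raw signals over all probe sets, with signals of 0 replaced by 1.

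Gene lists were written before the data were examined. They cover the STAT3 pathway and its feedback, acute phase proteins, interferon response and antigen presentation, DNA replication, G2 and mitosis, CDK inhibitors and pocket proteins, G1 cyclins and their kinases, quiescent satellite cell genes, myogenic commitment and differentiation, immediate early genes, heat shock proteins, extracellular matrix, the Notch pathway, ERK pathway feedback, IL-6 family ligands and receptors, ribosome biogenesis, glycolysis, oxidative phosphorylation and p53 targets. Markers of fibroblasts, endothelium, leukocytes, pericytes and smooth muscle, Schwann cells, tenocytes and adipocytes and the Y-linked genes were listed too. For each list the median log2 ratio was placed among 10000 random lists of the same size, drawn from 20 bins of expression. Intervals of medians are 95% binomial intervals across genes, and intervals of shares are exact binomial ones at 95%, which do not cover the error of the arrays.

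Genes were named by a rule fixed before the data were examined, although the averages in Supplementary Data 1 had been seen by then. It takes the genes the paper names, the 15 highest and 15 lowest genes in MuSC +OSM over MuSC −OSM and the 10 highest and 10 lowest in the other comparisons, among genes with a signal of at least 183 on 1 array and other probe sets going the same way. It also takes up to 4 members of each list with the largest ratios. Genes without a probe set of their own in the annotation are not named, and some results are not reported here. Exceptions are said to be named after their values were seen, or stand as members of the Supplementary Data 1 lists.

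Noise for the simulated unchanged arrays was taken from the ratios of MuSC +OSM to MuSC −OSM at each signal level, an upper value since real differences are in it, and 20 sets of arrays were drawn. Its level was chosen after the data were examined, as were the interval for rank correlations, the 1.5-fold interval for single genes, the cutoffs for the lists taken up in the closing section, the overlap from different probe sets above the floor and the alternatives for the share of a difference kept with OSM. The steps were tested on simulated data for MuSC +OSM over MuSC −OSM with 18193 genes. Of genes made 2-fold higher, 58.8% were called at least 2-fold higher, against 93.7% at 3-fold and 97.1% at 4-fold, and 3.71% of unchanged measured genes were called. Alternatives were the scaling of the arrays, the floor, the probe set of a gene, the fold threshold and the share taken as signature. The published quiescence data behind Fig. 2d were not used here.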

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

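The lists below are not taken up as groups in the paper's text on the arrays, although Supplementary Data 1 gives averages for single members, among them 13 matrix, 10 immediate early and 6 interferon genes, and the paper mentions Notch, Sprouty1 and MEK elsewhere. They were taken where their median was at least 2-fold higher than in MuSC −OSM and above nearly all random lists, and these cutoffs were set after the values were seen. The tests of a fixed share, of the markers and of G2 and mitosis genes were also chosen after the values they bear on were seen, although the scalings used in the last were planned. The overlap from different probe sets over all probe sets was planned, and the version above the floor was chosen after the data were examined, with its prediction written before its own value was seen.

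Immediate early genes, induced within minutes of stimulation, had a median log2 ratio of 4.22 in fresh MuSC over MuSC −OSM, and Fosb had signals of 4967 and 42. What the digestion and sorting of fresh MuSC add to these levels was not tested. Extracellular matrix genes had medians of 1.24 in MuSC +OSM and 2.52 in fresh MuSC, both over MuSC −OSM. Genes of the interferon response and antigen presentation had a median of 1.20 in fresh MuSC over MuSC −OSM, with 16 of 25 at least 2-fold higher and H2-K1 at 5597 against 824, but it was 0.86 after quantile normalization and 0.77 with the floor at the 75th percentile, both below 2-fold. Notch pathway genes had a median of 1.72 in this comparison, with 8 of 12 higher, 2 lower, an interval of -0.99 to 3.06 and Heyl at 1196 against 143, and 5 of its members are shared with the quiescent list. ERK pathway feedback genes had a median of 1.52, with 9 of 14 higher.

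Probe sets high in MuSC +OSM over MuSC −OSM were also high in fresh MuSC over MuSC −OSM. Chance values of single probe sets on the shared array are argued against as the whole cause, since the overlap was 1.58-fold (bootstrap interval 1.53 to 1.65) for 6005 genes read from different probe sets above the floor, where simulated unchanged arrays gave 1.06, and the planned version, over all probe sets, gave 1.39 against 1.1, short of the 1.5 set for the test. A culture with OSM that lies a fixed share of the way back to fresh MuSC for every gene is left open, since the share kept was 4.4% (interval -4.3 to 19.6) in quiescent satellite cell genes and 34.7% (13.0 to 47.8) in matrix genes, the comparison set first, and these intervals overlap. Against it, STAT3 pathway genes kept 44.2% (21.0 to 80.2), apart from the quiescent genes here and under 4 of 5 alternatives. With the floor at the 75th percentile they were not apart (2.9 to 78.8 against 0.0 to 16.0). Also, 25 genes such as Lox were read as higher with OSM and lower in fresh MuSC. At the other probe sets of 12 of them the medians were 0.82 (0.54 to 1.47) and -0.63 (-1.67 to 0.00), the last interval reaching 0. Another 24 genes were read as lower with OSM and higher in fresh MuSC. At the other probe sets of 15 of them the medians were -0.41 (-0.97 to 0.0) and 1.57 (0.76 to 2.22), the first interval reaching 0. An effect of OSM on genes high in both ratios may also account for the overlap. So may a deviation of the whole MuSC −OSM sample that both ratios share. Neither was tested further since there is 1 array per condition.

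Markers of other cell types were higher in fresh MuSC than in MuSC −OSM. The medians were 2.63 for fibroblast, 3.50 for Schwann cell and 3.89 (interval -2.77 to 6.88) for tenocyte markers. They depended on the floor, within their intervals across genes. With the floor at the 75th percentile the Schwann cell median was 1.91 and the fibroblast median 2.4. With no floor the medians were 3.46 for fibroblast, 4.16 for Schwann cell and 5.39 for tenocyte markers. The sort takes cells with CD34 and α7 integrin, over 95% of the yield by the paper's methods, and removes those with CD31, CD45, CD11b or Sca1. A lower share of satellite cells in the fresh sample, which would raise all other types alike, cannot be told apart from other explanations. Leukocyte markers had a median of -0.10, which turned positive under 5 of 6 alternatives. Their interval of -1.05 to 4.91 overlaps that of Schwann cell markers, 0.10 to 5.83. The gap between the leukocyte and Schwann cell medians was first read as against this explanation. Overlap of the intervals was made the criterion after the values were seen. Schwann cells, tenocytes and fibroblasts inside the sorting gate stay open, since 23 of 27 measured markers (85.2%) at least 2-fold higher restates the pattern and decides nothing, and satellite cells that express these genes before culture would give the same value. Among the abundant ones, Mbp had 3747 against 66, Pmp22 8162 against 256, Tnmd 2062 against 33 and Dcn 12179 against 32. The culture itself, which the design names, stays open and untested.

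Genes of G2 and mitosis had a median log2 ratio of -0.26 (interval -0.49 to -0.05, percentile 0.7) in MuSC +OSM over MuSC −OSM, slightly lower with OSM but with 30 of 31 within 2-fold. Compression by the arrays that would hide any 2-fold difference in these genes is argued against. Their median in fresh MuSC over MuSC −OSM was -1.60, and between -1.92 and -1.03 under the other settings. Weaker compression, which could shrink a difference with OSM, cannot be judged from this value, since the uncompressed difference is not known. A scaling that hides a lower level cannot be told apart from a small difference, since the lowest median was -0.43 after median centring or quantile normalization and these settings move the arrays too little to reach a 2-fold difference. A small difference in proliferation after 3 days of culture stays open and was not tested on the arrays. By other assays, the paper reports less phospho-H3S10 in primary myoblasts cultured for 3 days with OSM. It also reports inhibited MuSC proliferation at every timepoint of serial BLI.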

How the results depend on the processing

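No paired analysis was possible because each condition has 1 array. The overlap from different probe sets above the floor was chosen after the data were examined; the other alternatives in this part were set before. Of 528 list medians under alternatives, 514 stayed within the interval across genes, and of 4450 values of named genes 3953 stayed within 1.5-fold, 490 moved and 7 turned. For the other results, 43 of 109 values stayed within the interval, or within 1.5-fold for counts, and 66 moved. Signals near the floor limit what can be read, and the cause of the changes below was not tested unless given.

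Genes higher and lower with OSM than in MuSC −OSM numbered 1249 and 1665 with the floor at the 25th percentile, 300 and 221 at the 75th, 2378 and 3138 with no floor, 1643 and 1474 at 1.5-fold and 135 and 45 at 4-fold. Median centring gave 502 higher. In fresh MuSC over MuSC −OSM they numbered 5428 and 3435 with no floor, 4054 and 3099 at 1.5-fold and 882 and 584 at 4-fold, and 4419 and 1260 were higher with the floor at the 25th and 75th percentile. In MuSC +OSM over fresh MuSC they numbered 1128 and 978 with the floor at the 75th percentile, 2946 and 5708 with no floor, 2966 and 3695 at 1.5-fold and 441 and 635 at 4-fold. Centring gave 1090 higher, and the floor at the 25th percentile 4362 lower. Looser thresholds and lower floors take in more genes by construction.

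Of genes lower in MuSC −OSM than in fresh MuSC, the share higher with OSM was 10.96% with median centring, 19.24% and 12.46% with the floor at the 25th and 75th percentile, 32.07% with no floor, 13.74% with the median of all probe sets, 26.25% at 1.5-fold and 7.26% at 4-fold. The share within the threshold of fresh MuSC was 20.03% with centring, 26.59% with the floor at the 25th percentile, 27.19% with no floor, 21.48% at 1.5-fold and 37.53% at 4-fold. Of genes raised in culture, the share lower with OSM was 25.08% with centring, 26.9% and 14.71% with the floor at the 25th and 75th percentile, 31.94% with no floor, 29.69% at 1.5-fold and 5.99% at 4-fold. The share within the threshold of fresh MuSC was 45.08% with centring, 39.79% with the floor at the 25th percentile, 35.33% with the median of all probe sets, 26.43% at 1.5-fold and 41.1% at 4-fold.

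The share of Supplementary Data 1 probe sets in the top quartile was 98.04% with signals raised to the floor, 89.1% with probe sets above the floor, 79.12% after quantile normalization and 35.73% in the top 10%. The share higher in fresh MuSC was 94.78% with signals raised to the floor, 94.29% after quantile normalization and 94.78% with 1 value per gene. The overlap was 1.06-fold with signals raised to the floor, 2.12-fold after quantile normalization, 2.10-fold with 1 value per gene, 4.60-fold for the top 10%, where the simulated value was 4.09, 1.39-fold from different probe sets and 1.58-fold from those above the floor. With signals raised to the floor, 22157 probe sets have a ratio of 1 and the edge of the top quartile falls there, so that 33405 probe sets count as its members by construction. Spearman's rho over probe sets above the floor on all arrays was 0.72 for fresh MuSC and MuSC −OSM and 0.78 for fresh MuSC and MuSC +OSM.

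Among list medians of log2 ratios, the interferon list was at -0.21 with OSM and no floor, and in fresh MuSC over MuSC −OSM at 0.86 after quantile normalization and 0.77 with the floor at the 75th percentile. DNA replication genes were at -0.32 with OSM after centring. Genes of G2 and mitosis were at -1.03 in fresh MuSC over MuSC −OSM with the floor at the 75th percentile, and in MuSC +OSM over fresh MuSC at 0.78 with that floor and 1.09 after centring. Myogenic genes were at -0.95 after centring and -0.55 after quantile normalization, and oxidative phosphorylation genes at -0.54 and -0.25, all with OSM. Oxidative phosphorylation genes were at -0.87 in fresh MuSC over MuSC −OSM after quantile normalization and at 0.46 in MuSC +OSM over fresh MuSC after centring, where ribosome biogenesis genes were at -0.46.

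The log2 ratio of Ccnd3 turned to 0.77 in fresh MuSC over MuSC −OSM and to -0.38 in MuSC +OSM over fresh MuSC with the median of all probe sets. For Csf1r the latter ratio turned to -0.92 after centring and -0.54 with the median of all probe sets. With single-transcript probe sets alone, Gins2 turned to 0.46 and Pfkl to 1.13 in fresh MuSC over MuSC −OSM, and Pfkl to -0.40 in MuSC +OSM over fresh MuSC.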

Differences from the paper's values

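The table of Supplementary Data 1 holds averages, and the Fig. 2d legend gives its OSM data as a mean of 2 biological replicates. Here 1 array per condition was used. At some probe sets the averages are too low to be arithmetic means of 2 arrays that include these signals as deposited. Averages on a log scale and other processing were not examined. With no replicate spread, log2 ratios of MuSC +OSM over MuSC −OSM were set apart at a 1.5-fold difference. The paper's log2 ratio for Csf2rb2 is 5.79 and the value here was 3.83, for Il4ra the paper's is 6.11 and here 4.92, for Lifr the paper's is 0.99 and here 2.13, and for Socs3 the paper's is 7.25 and here 6.02. Among the alternatives set before the data were examined, the floor at the 75th percentile brought these genes within that difference, as lower bounds only, and median centring, quantile normalization, the floor at the 25th percentile and no floor did not. The paper's log2 ratio for Tnfrsf1a is 1.81 and the value here was 0.74, and none of these 5 alternatives brought it within that difference.

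The level of Srgn in MuSC −OSM relative to fresh MuSC is about 0.34 in the paper's Supplementary Fig. 4b, read by eye, and was at most 0.103 on the arrays. The floor at the 75th percentile brought it within the difference, as a bound, and the other alternatives did not. In MuSC +OSM the paper's level is about 0.89 in Supplementary Fig. 4b, read by eye, and the arrays gave 1.60. Median centring, at 1.27, brought it within the difference, and quantile normalization and the other floors did not. The paper's panel was measured by qPCR, a different assay.

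The description of Supplementary Data 1 calls its entries genes, of which the paper counts 613, and they carry 482 distinct names.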

Other observations

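Several groups that stand at no claim are given as values on these arrays. Among 10 CDK inhibitors and pocket proteins 0 were at least 2-fold higher or lower with OSM than in MuSC −OSM. Cdkn1b, which encodes p27, had signals of 874 in fresh MuSC, 337 in MuSC −OSM and 478 in MuSC +OSM, after 3 days of culture where the paper's qPCR used another culture time. Of 11 G1 cyclins and their kinases, Ccnd1 alone was at least 2-fold lower with OSM and 0 were higher, with Ccnd1 at 1798 in fresh MuSC, 528 in MuSC −OSM and 81 in MuSC +OSM. Myog, which encodes the differentiation factor myogenin, had 1530, 21248 and 14369, and Myod1, a determination factor, 936, 3820 and 4148. Of 8 measured ligands and receptors of the IL-6 family, 2 were higher and 1 lower with OSM, and Lifr, the LIF receptor subunit, had 810, 58 and 254. Osm itself was at 5, 30 and 18, under the floor on all 3 arrays.

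In fresh MuSC over MuSC −OSM, glycolysis genes had a median log2 ratio of -1.91 (interval -2.26 to 0.91, and -0.57 with single-transcript probe sets alone), with 8 of 13 at least 2-fold lower and 2 higher, and oxidative phosphorylation genes -1.13, with 16 of 25 lower. With OSM their medians over MuSC −OSM were 0.11, which turned negative with median centring, and -0.37. Heat shock genes had 4 of 9 higher in fresh MuSC and 0 with OSM, with Hspa1a at 23145 in fresh MuSC and 267 in MuSC −OSM. Of 5 measured acute phase genes 2 were higher with OSM, Timp1 from 1445 to 8232 and Cp, which encodes ceruloplasmin, from 125 to 386. Of 21 interferon and antigen presentation genes 3 were higher and 2 lower with OSM. Among p53 targets 1 of 14 was higher and 2 were lower with OSM, and ribosome biogenesis genes had 0 of 19 in either direction. Notch pathway genes had 1 of 11 higher with OSM, Notch2 at 598 against 247, and immediate early genes 5 of 23. ERK pathway feedback genes had 1 of 13 higher and 2 lower with OSM.

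Of the remaining markers in fresh MuSC over MuSC −OSM, 2 of 5 measured endothelial, 4 of 8 pericyte and smooth muscle and 4 of 6 adipocyte markers were at least 2-fold higher, and 0, 2 and 1 were lower. Lyz2, a myeloid marker, had 1204 in fresh MuSC and 13 in both cultures, whereas Ptprc, which encodes CD45, was under the floor on all 3 arrays. Of 3 Y-linked genes with a probe set 0 were measured.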
